# Transcription of intragenic CpG islands influences spatiotemporal host gene pre-mRNA processing

**DOI:** 10.1093/nar/gkaa556

**Published:** 2020-07-04

**Authors:** Samuele M Amante, Bertille Montibus, Michael Cowley, Nikolaos Barkas, Jessica Setiadi, Heba Saadeh, Joanna Giemza, Stephania Contreras-Castillo, Karin Fleischanderl, Reiner Schulz, Rebecca J Oakey

## Abstract

Alternative splicing (AS) and alternative polyadenylation (APA) generate diverse transcripts in mammalian genomes during development and differentiation. Epigenetic marks such as trimethylation of histone H3 lysine 36 (H3K36me3) and DNA methylation play a role in generating transcriptome diversity. Intragenic CpG islands (iCGIs) and their corresponding host genes exhibit dynamic epigenetic and gene expression patterns during development and between different tissues. We hypothesise that iCGI-associated H3K36me3, DNA methylation and transcription can influence host gene AS and/or APA. We investigate H3K36me3 and find that this histone mark is not a major regulator of AS or APA in our model system. Genomewide, we identify over 4000 host genes that harbour an iCGI in the mammalian genome, including both previously annotated and novel iCGI/host gene pairs. The transcriptional activity of these iCGIs is tissue- and developmental stage-specific and, for the first time, we demonstrate that the premature termination of host gene transcripts upstream of iCGIs is closely correlated with the level of iCGI transcription in a DNA-methylation independent manner. These studies suggest that iCGI transcription, rather than H3K36me3 or DNA methylation, interfere with host gene transcription and pre-mRNA processing genomewide and contributes to the spatiotemporal diversification of both the transcriptome and proteome.

## INTRODUCTION

Between 20–25 000 protein coding genes have been identified in the human and mouse genomes that give rise to ∼200 000 transcripts in tissue- and developmental stage-specific combinations (1). These transcripts can be generated via the use of alternative promoters (2) as well as co-transcriptional pre-mRNA processing mechanisms that include alternative splicing (AS) and alternative polyadenylation (APA) (3–5). Estimates based on transcriptome analyses reveal that ∼90% of human transcripts undergo AS (6) and that APA occurs in at least 70% of mammalian pre-mRNAs (7,8). AS involves the differential inclusion of exons and sometimes introns in the mature mRNA. APA refers to the polyadenylation of transcripts originating from the same gene but that differ in their 3′ end (5). Both AS and APA are dependent on specific sequences recognised by the cellular machinery (9,10). APA events can occur either at 3′ untranslated regions (UTRs) or intragenic locations. The incidence of both 3′UTR-APA and intragenic polyadenylation (IPA) varies across tissues and cell types providing a way to diversify both the transcriptome and the proteome (11).

Epigenetic modifications of histone tail residues and cytosine bases can influence AS (12–20) and APA (21–23) in developing tissues. Imprinted genes are particularly useful models for the dissection of epigenetic gene expression regulation (22,23). There are around 130 genes in mouse and 90 genes in human that are subject to genomic imprinting, many of which are crucial for normal development (24). Monoallelic expression of these genes is coordinated by allele-specific DNA methylation of imprinting control regions (ICRs). Most ICRs acquire differential DNA methylation in the germline (25). Maternally methylated ICRs overlap with promoters, whereas paternal ICRs are found in intergenic regions (25). The active and silent alleles of imprinted genes share the same DNA sequence and are present within the same cellular environment, implying that allelic differences in gene expression are the consequence of epigenetic differences between the alleles (25).

*Mcts2* is an imprinted, monoexonic gene that has resulted from the retrotransposition of *Mcts1* into the fourth intron of the *H13* gene, an event that occurred over 90 million years ago (26). *H13*, referred to as the host gene, is also imprinted. The ICR of *Mcts2/H13* is an intragenic CpG island (iCGI) that overlaps with the promoter of *Mcts2* and undergoes DNA methylation in the female germline (22,27). As a consequence, *Mcts2* is silent on the maternal allele that generates three *H13* transcripts (*H13a*, *H13b*, *H13c*), which undergo 3′UTR-APA downstream of the iCGI using the canonical polyadenylation sites of the *H13* gene to generate full length transcripts. In contrast, on the paternal allele, the iCGI is unmethylated and transcriptionally active (22,27). This results in two paternal *H13* transcripts (*H13d*, *H13e*) that undergo intron retention and IPA upstream of the iCGI (Figure 1). The *Mcts2/H13* locus therefore provides a paradigmatic example of how DNA methylation at iCGIs can influence AS and APA.

**Figure 1.**
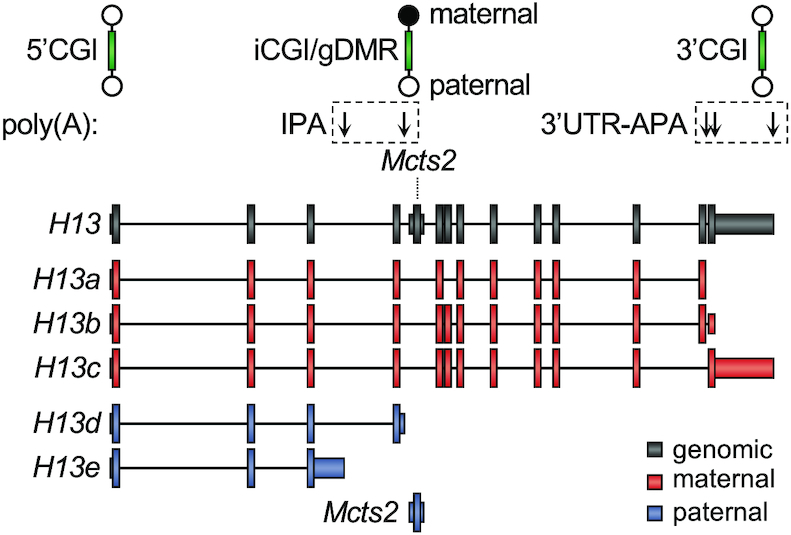
Schematic representation of the *Mcts2/H13* imprinted locus. Three CpG islands (CGIs) (green) are present at this locus: one is associated with the promoter of *H13* (5′CGI), a second with its 3′UTR (3′CGI) and a third, intragenic one with the promoter of *Mcts2* (iCGI). The iCGI is a germline differentially methylated region (gDMR) as it becomes methylated in oocytes. *H13a*, *H13b* and *H13c* are transcribed from the maternal (red) allele and undergo 3′UTR alternative polyadenylation (3′UTR-APA). *H13d*, *H13e* and *Mcts2* are transcribed from the paternal (blue) allele. *H13d* and *H13e* respectively retain portions of intron 4 and 3 and undergo intronic polyadenylation (IPA). Downward pointing arrows represent *H13* alternative polyadenylation sites.

It has been shown that H3K36me3 coordinates tissue-specific usage of alternative exons (14,19) and prevents intron retention, possibly by facilitating the recognition of weak splice donor sites to ensure introns are correctly spliced out (16,28,29). Importantly, H3K36me3 is deposited along the body of actively transcribing genes (30) where it mediates the recruitment of the *de novo* DNA methylation machinery (31) to inhibit spurious transcription initiation from intragenic promoters such as iCGIs (32).

CGIs are regulatory regions typically found at promoters but also at intragenic and intergenic locations. Promoter CGIs (5′CGIs) are generally unmethylated (33) but when methylated, this is usually associated with repression of transcription (34). Biochemical approaches have identified numerous CGIs within host genes (35,36). iCGIs, which are highly conserved between mouse and human, show tissue-specific patterns of DNA methylation and transcriptional initiation during development, possibly indicating involvement in the spatiotemporal regulation of host gene expression, AS and/or IPA (35–37). The DNA methylation status of these iCGIs is dependent upon their host gene transcriptional activity (33). Host gene transcription across iCGIs is required for the recruitment of *de novo* DNA methylation enzymes and the silencing of said iCGIs. However, the intrinsic capacity of iCGIs to initiate transcription negatively correlates with their sensitivity to this transcription-mediated DNA methylation mechanism (33). The hypermethylated state of iCGIs is associated with low levels of preinitiation RNA Pol II occupancy, H3K36me3 enrichment and lack of H3K4me3 (33). Conversely, iCGIs that retain an unmethylated state show increased preinitiation RNA Pol II binding, are enriched in H3K4me3 and lack H3K36me3 (33). Importantly, when two promoters are located in relatively close proximity, similarly to iCGI/host gene promoters, a transcriptional process initiating from the stronger promoter can have suppressive influence over a second transcriptional process initiating from the weaker promoter, in a phenomenon known as transcriptional interference (TI) (38–41).

Here, we sought to investigate H3K36me3 and transcription as mediators in the generation of alternative transcripts at the *Mcts2/H13* model locus and more broadly. We also sought to determine the influence of intragenic transcription and DNA methylation on host gene pre-mRNA processing. This was achieved through the identification of over 4000 host genes harbouring an iCGI in the mouse genome. The activity of these iCGIs has been found to be tissue- and developmental stage-specific and, for the first time, we demonstrate that the abundance of host gene transcripts terminating upstream of iCGIs is closely correlated with the level of iCGI transcription. These studies suggest that iCGI transcription, rather than H3K36me3 or DNA methylation, interfere with host gene transcription and pre-mRNA processing genomewide, this in turn provides a means to enable spatiotemporal diversification of both the transcriptome and proteome.

## MATERIALS AND METHODS

### Cell culture

NIH/3T3 cells were cultured at 37°C and 5% CO_2_ in DMEM high glucose (Gibco, 41965039) supplemented with 10% FBS (Gibco, 26140079) and 1× penicillin–streptomycin (Gibco, 15070063). Cells were harvested using 1× trypsin-EDTA (Gibco, 25300054).

### RNA interference

On day one, NIH/3T3 cells were seeded at 15 625 cells/cm^2^ in a well of a six-well plate. After 24 h, 3.75 μl Lipofectamine 3000 (Invitrogen, L3000008) was diluted in 125 μl Opti-MEM (Gibco, 31985070). *Setd2*-specific or Scrambled siRNAs (OriGene, SR423523) were diluted in 125 μl Opti-MEM to a final concentration of 10 nM. Diluted Lipofectamine 3000 and siRNAs were mixed and incubated for 20 min at room temperature. The siRNA–lipid complex was added to the cells and incubated for 48 h. Transfections were carried out in triplicate and gene expression was assayed by RT-qPCR.

### Western blot

Protein extracts were obtained by incubating 10^4^ cells/μl in loading buffer (50 mM Tris–Cl pH 6.8, 2% (w/v) SDS, 0.1% (w/v) bromophenol blue, 10% (v/v) glycerol, 100 mM DTT) at 98°C for 5 min. Proteins were separated on 4–12% SDS-PAGE and transferred onto PVDF membrane. Successful transfer of proteins was confirmed by Ponceau S staining. The membranes were blocked in 5% (w/v) TBS-T BSA, incubated with the appropriate primary and secondary antibodies (Supplementary Table S1) and washed with TBS-T. Horseradish peroxidase-conjugated secondary antibody was detected by Pierce ECL Western Blotting Substrate (Thermo Scientific, 32106) coupled with iBright FL1500 Imaging System (Thermo Fisher Scientific, A44241).

### RNA extraction and cDNA synthesis

Total RNA was extracted from pelleted cells using RNeasy Mini Kit (Qiagen, 74104). Membrane-bound genomic DNA was digested with RNase-Free DNase Set (Qiagen, 79254). First strand cDNA was synthesised using a ProtoScript II First Strand cDNA Synthesis Kit (New England Biolabs, E6560) using oligo d(T)_23_ primers and 500 ng total RNA.

### RT-qPCR

RT-qPCR was performed on a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) in a 10 μl reaction including 1 μl cDNA, 1× TaqMan Gene Expression Master Mix (Applied Biosystems, 4369016) and appropriate TaqMan probes (Supplementary Table S2).

#### Statistical analysis

For every condition, three biological and two technical +RT replicates plus one technical -RT replicate were assayed. Relative gene expression was measured using the 2^−ΔCt^ method (42). Statistical significance was determined by unpaired *t*-test assuming consistent scatter and correcting for multiple comparisons using the Holm–Sidak method. Alpha was defined as equal to 0.05.

### RNA-seq

#### Library preparation and sequencing

After RNA extraction, RNA integrity was measured with 2200 TapeStation (Agilent) using high sensitivity RNA ScreenTape and reagents (Agilent, 5067–5579, 5067–5580 and 5067–5581). TruSeq Stranded mRNA Library Prep (Illumina, 20020594) and TruSeq RNA Single Indexes Set A (Illumina, 20020492) were used to prepare two Scrambled and two *Setd2* knockdown libraries from 900 ng of total RNA per library. Libraries were validated using High Sensitivity D1000 ScreenTape system (Agilent, 5067–5584 and 5067–5585) and KAPA Library Quantification Kit (Kapa Biosystems, 07960140001). All samples were sequenced on one Illumina HiSeq 2500 lane.

#### Differential gene expression analysis

Raw data in the format of FastQ files were subject to quality control using FastQC (0.11.5) (43). Adapter sequences were removed using BBDuk from the BBtools kit (38.22) and the output underwent a second round of quality control by FastQC. mRNA-seq reads were quantified with Kallisto (0.44.0) (44). Differential gene expression (DGE) analysis was carried out using Sleuth (0.30.0) (45). Gene ontology analysis was carried out using PANTHER (14.0) (46) and statistical significance was calculated with the Fisher's exact test and the Bonferroni correction for multiple testing.

#### Alternative splicing analysis

All mRNA-seq datasets were aligned to the GRCm38 reference genome by HISAT2 (2.1.0) (47) and quality controlled using Picard (2.18.26). MAJIQ (1.1.7a) and Voila (1.1.9) were utilised to detect local splice variants (LSVs) as previously described (48).

### DNA extraction and bisulfite sequencing

Genomic DNA (gDNA) was extracted form pelleted cells using DNeasy Blood and Tissue Kit (Qiagen, 69504). 500 ng of gDNA were bisulfite converted using EZ DNA Methylation-Gold Kit (Zymo Research, D5005).

#### Amplification and cloning

Nested PCR was performed with appropriate primers (Supplementary Table S3) using OneTaq Hot Start DNA Polymerase (New England Biolabs, M0481) and OneTaq Standard Reaction Buffer (New England Biolabs, M0481). Amplicons were cloned into a pGEM-T Easy plasmid (Promega, A1360). Ligation reactions were transformed into chemically competent cells for blue–white colony screening.

#### Sequencing

After colony PCR, amplicons were subject to enzymatic clean-up with ExoSAP-IT PCR Product Cleanup Reagent (Applied Biosystems, 78200.200.UL) and sequenced with T7 and SP6 primers using a BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems, 4337454) in a 3730xl DNA Analyzer (Applied Biosystems).

#### Methylation analysis

Sanger sequencing results were uploaded to BISMA (49) and the analysis was executed using default parameters.

### Identification of iCGI/host gene pairs

Strand-specific polyadenylated or non-polyadenylated RNA-seq datasets generated by the ENCODE project (50) were utilised. 30 different tissues and/or developmental stages were available for mouse (Figure 5C) and 18 cell lines for human (Figure 5D). Genome assemblies mm9 and hg19 were screened using the Known Genes Canonical table of the UCSC genome browser in conjunction with CGI annotations from Illingworth *et al.* (36). Reads mapping upstream, across and at the iCGI were counted.

### Pearson correlation coefficients

Pearson correlation coefficients (ρ) were calculated using the following formula:

}{}$$\begin{equation*}{\rm corr}\left( {\log \left( {Ui + 1} \right) - \log \left( {Ai + 1} \right),\frac{{iCGIi - {\rm median}\left( {iCGI + 1} \right)}}{{{\rm mad}\left( {iCGI + 1} \right) + 0.1}}} \right)\end{equation*}$$

This correlation coefficient measures the linear association between the transcriptional activity of the iCGI and the ratio of host gene expression upstream (*U*) and across (*A*) the iCGI calculated across available conditions (*i*). ρ values obtained with this formula were used to generate density plots in Figure 5B and Supplementary Figure S5.

### Structural analysis of CGIs

C+G content, CpG_obs_/CpG_exp_ ratios and CpG density were calculated for each CGI using publicly available data (36). The distribution analysis was conducted using R and an in-house script.

### Processed whole genome bisulfite sequencing data analysis

Processed whole genome bisulfite sequencing data (bedMethyl files) were downloaded from ENCODE datasets. Percentage of CpG methylation at iCGIs (±5kb) was taken into account. The heatmap was generated using the package EnrichedHeatmap (51) in R and an in-house script. Accession numbers: GSE82669_ENCFF555SRI (lung); GSE82465_ENCFF356GTX (forebrain E13.5); GSE82905_ENCFF467JWP (hindbrain E13.5); GSE83043_ENCFF326GKU (midbrain E13.5); GSE82855_ENCFF101JDR (neural tube E13.5); GSE82658_ENCFF096RYX (heart); GSE82571_ENCFF051OZQ (stomach).

### ChIP-seq data analysis

H3K36me3 and H3K4me3 mouse E14.5 brain ChIP-seq data from the ENCODE project (50) were utilised for average profiling over the host gene body and flanking 3000 bp. Average host gene body length was calculated and divided into three intervals: upstream iCGI; iCGI and downstream iCGI. The logarithm of the fold enrichment over input DNA was calculated at single base resolution for each locus and then scaled to the respective average interval length.

## RESULTS

### Global H3K36me3 depletion does not lead to increased intron retention or intragenic polyadenylation

In mammals, SETD2 is a histone methyltransferase that can interact with the C-terminal domain of phosphorylated RNA Pol II and deposit H3K36me3 along the body of actively transcribed genes with increasingly greater occupancy towards their 3′ ends (52). Previous studies have linked H3K36me3 depletion to increased intron retention in human kidney tumours (28,29). Intron retention can be used as a proxy for IPA when measured in the context of polyadenylated mRNA since a large fraction of intron retention events map to the 3′ end of transcripts (53). For this reason, only polyadenylated mRNA was selected as a template for the synthesis of cDNA used in gene expression analyses.

To investigate the involvement of H3K36me3 in intron retention and IPA in mouse, NIH/3T3 immortalised mouse fibroblasts were co-transfected with two *Setd2*-specific siRNAs. The efficiency of the knockdown was confirmed by RT-qPCR, which showed an ∼80% reduction in *Setd2* mRNA levels in knockdown (KD) samples compared to wild type (WT) samples (Figure 2A). This was further validated by transcriptome analysis (Supplementary Figure S1). 

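NIH/3T3 cells, a line of mouse fibroblasts, were transfected with 2 *Setd2* siRNAs or with Scrambled siRNA, each at a final concentration of 10 nM, and RNA was taken after 48 h. Stranded libraries of polyadenylated RNA were made from 900 ng of total RNA for 2 KD and 2 Scrambled (WT) samples and were sequenced on 1 lane. The authors removed adapters with BBDuk (38.22), estimated the number of reads of each transcript with Kallisto (0.44.0) and compared KD with WT in Sleuth (0.30.0), which works on the natural log of normalised estimated counts plus 0.5 and takes the uncertainty of assigning reads to isoforms into account. Their deposited table holds 34200 transcripts of 21945 genes, each with the effect of the knockdown, its standard error, the mean and variance over the 4 libraries, and the p-values and q-values of a likelihood ratio test and a Wald test. A second deposited table holds a q-value for each gene, combined from the p-values of its transcripts. The effects were converted here to log2(fold change), and the level of a transcript in each group was computed from its mean and its effect. The mean count of a transcript is a geometric mean over the 4 libraries, because the deposited mean is on the log scale. It is low for a transcript that is nearly absent from 1 group, whatever its level in the other. A lower limit on this mean therefore also leaves out some transcripts of that kind. Values of single libraries were not used here, so the depth of each library and the overlap between KD and WT libraries are unknown. Benjamini-Hochberg values recalculated here from the p-values of the likelihood ratio test differed from the deposited q-values by at most 1.01e-14, so the q-values are adjusted over all transcripts of the table. By their identifiers, 98.6% of the transcripts were matched with the same version to the GENCODE M21 annotation of GRCm38, which gives all positions below. Of the matched transcripts, 99.9% carry that annotation's basic tag, which leaves out most transcripts annotated as retained introns.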

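The *Setd2* transcript ENSMUST00000153838.7 lies on chromosome 9 from 110532597 to 110618633 and was the only transcript of the gene that was tested. Its log2(fold change) in the authors' deposited table was −1.99 (standard error 0.09, likelihood ratio q = 0.0103, Wald q = 1.76e-95). Converted to a percentage, the level of the transcript was 74.9% lower in KD than in WT, with a 95% confidence interval from 71.5% to 77.9% computed from the standard error. The level was 923 normalised estimated counts in KD and 3680.4 in WT. In limma's moderated test, computed here from the deposited means and variances after the values had been seen, the adjusted p-value of this change was 0.0144. Among the alternatives that were tried, division by the level of an *Actb* transcript, also chosen after the values had been seen, moved the change most, to 81.7% lower in KD, and centring all effects on a trend with GC content moved the log2(fold change) to −1.92.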

As a result, H3K36me3 was globally depleted (Figure 2B). KD cells showed subtle but significant changes in the transcription of 4266 transcripts, of which 1782 (41.77%) were downregulated and 2484 (58.23%) were upregulated (Figure 2C). 

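In the authors' deposited table, 12.5% of the 34200 transcripts had a likelihood ratio q-value under 0.05. They belonged to 3826 genes, of which 2227 had a higher transcript in KD, 1630 had a lower transcript and 31 had both. The median size of their log2(fold change) was 0.61, with 0.35 at the 10th percentile and 1.24 at the 90th percentile. They had a median of 1714 normalised estimated counts, against 155 for all transcripts tested. The smallest likelihood ratio q-value in the authors' deposited table was 0.0103 and was shared by 231 transcripts, so 0 transcripts passed a q-value of 0.01, while 11615 had an unadjusted p-value under 0.05. The Wald q-values of the authors' deposited table were under 0.05 for 6233 transcripts, which included 4265 of the likelihood ratio calls. limma's moderated test called 3312 transcripts at an adjusted p-value under 0.05, 1861 higher and 1451 lower in KD, and shared 2959 calls with the likelihood ratio test. Among the alternatives to the test, the count moved most when only the 18808 transcripts with a mean of at least 100 normalised estimated counts were kept and their q-values were recalculated, which gave 6440 transcripts, 3768 higher and 2672 lower. Centring the effects on a trend with GC content gave 5267 transcripts in the Wald test and placed 49.1% of them above WT, against 57.2% for the Wald calls and 58.2% for the likelihood ratio calls without centring, a shift that centring brings about in part by itself because it takes the median effect of transcripts with similar GC content away. At the gene level, 5258 of the 21945 genes (24.0%) had a likelihood ratio q-value under 0.05 in the authors' deposited table, and 3638 of these genes held a called transcript.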

Among the downregulated transcripts, 432 (10.13%) showed a log_2_(fold change) ≤–1 and 346 (8.11%) of the upregulated transcripts showed a log_2_(fold change) ≥+1 (Supplementary Figure S2A). 

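Changes past a log2(fold change) of 1 in either direction made up 18.2% of the differentially expressed transcripts. Of these changes, 554 were in transcripts with a mean of at least 100 normalised estimated counts, 301 lower and 253 higher, and 224 were in transcripts with fewer. Among the differentially expressed transcripts, the largest falls in the authors' deposited table were those of isoforms of *Arhgap17* (ENSMUST00000098060.4, log2(fold change) −9.17), *D630045J12Rik* (ENSMUST00000169256.4, −9.02) and *Ubp1* (ENSMUST00000084885.11, −8.51). The largest rises among them in the authors' deposited table were those of isoforms of *Ak6* (ENSMUST00000190729.1, 9.27), *Frmd4a* (ENSMUST00000177457.7, 8.88) and *Pum2* (ENSMUST00000163569.7, 8.85). These 6 isoforms had a geometric mean of 9.10 to 11.9 normalised estimated counts. Their computed level was 183 to 308 in 1 group and near 0 in the other. Their log2(fold change) therefore depends on the 0.5 added to each count. Among all transcripts, 63 differentially expressed ones changed by a log2(fold change) of 4 or more, 32 higher and 31 lower, and 61 of them belonged to genes with several tested transcripts. In the group where they were higher, these 61 transcripts had a median level of 99.0 and made up a median of 6.45% of the summed level of their gene.

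The largest changes among differentially expressed transcripts with a mean of at least 100 normalised estimated counts were picked after the values had been seen. *Gm13212* on chromosome 4 fell by 4.30 on the log2 scale in the authors' deposited table (ENSMUST00000097794.3, standard error 1.36, likelihood ratio q = 0.0485), and *Hnrnpd* on chromosome 5 fell by 4.02 (ENSMUST00000072750.12, standard error 0.83, q = 0.0195). Another *Gm13212* transcript (ENSMUST00000119718.7) fell by 2.99 in the authors' deposited table (q = 0.0103). Counting 1 transcript for each gene, the next largest falls in the authors' deposited table were log2(fold changes) of −2.39 for *Gm13230* on chromosome 4, −2.34 for *Fos* on chromosome 12 and −2.29 for *Tagln* on chromosome 9. *Gm13212* and *Gm13230* lie among zinc finger genes with similar sequences, and 57.0% of the 31-base words of the *Gm13230* transcript were found in no other gene, so their levels are uncertain. *Rgs16* on chromosome 1 rose most, by 3.08 (ENSMUST00000027748.7, standard error 0.11, q = 0.0103) in the authors' deposited table. It was followed, in the authors' deposited table, by *Sema7a* (2.58), *Nxt2* (2.50), *Pgam1* (2.14) and *Bpifc* (2.06). Computed as percentages with 95% confidence intervals from the standard errors, the levels were 76.3% to 82.4% lower for *Tagln*, 73.3% to 85.5% lower for *Fos* and 625% to 889% higher for *Rgs16*. The adjusted p-values of these 10 transcripts in limma's moderated test lay between 0.0144 and 0.0184.

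**Figure D1:**
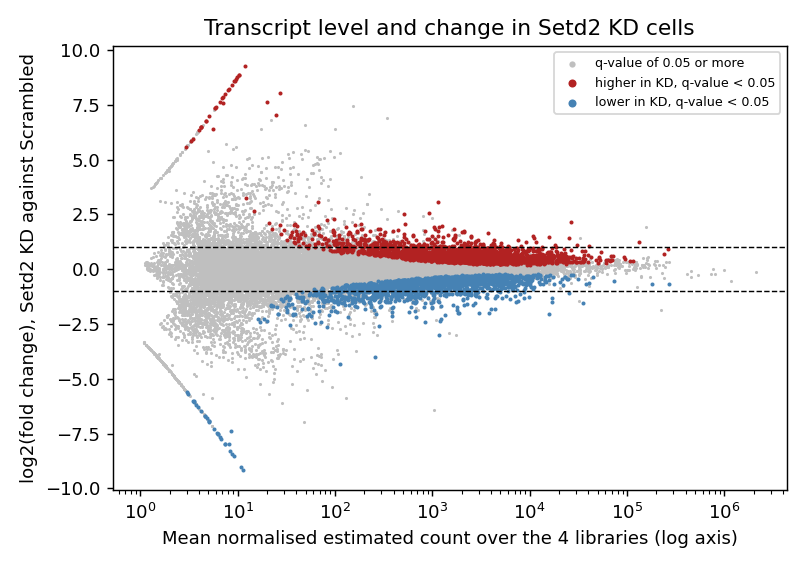
Geometric mean of the normalised estimated count of each of the 34200 transcripts over the 4 libraries (horizontal log axis) and log2(fold change) between *Setd2* KD and Scrambled samples (vertical axis), each point a transcript. Red points are higher and blue points lower in KD with a likelihood ratio q-value under 0.05, grey points have a q-value of 0.05 or more, and dashed lines mark log2(fold changes) of 1 and −1. The differentially expressed transcripts with changes of 4 or more had a median of 6.30 counts by this geometric mean.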

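The levels of 102 splicing factor genes and 27 polyadenylation factor genes, from lists written by hand because the paper's text does not name its factors, were computed as sums over their tested transcripts. They had a median of 5796 normalised estimated counts, and 1 gene had fewer than 100. The summed level of 128 of the 129 genes changed by less than 1 on the log2 scale, with a median log2(fold change) of 0.18, −0.17 at the 10th percentile and 0.48 at the 90th percentile. The exception was *Ppp1cb*, a phosphatase subunit of the polyadenylation list on chromosome 5, with −1.48 in the authors' deposited table for its only tested transcript (ENSMUST00000015100.14, standard error 0.10, likelihood ratio q = 0.0103). Converted to a percentage, its level was 64.2% lower in KD. Among the 273 transcripts of these genes, the median log2(fold change) was 0.16. By the likelihood ratio q-values of the authors' deposited table, 49 of them were differentially expressed, 44 higher and 5 lower in KD. Among these differentially expressed transcripts, *Txnl4a* had the largest change of the splicing factors, 0.91 in the authors' deposited table (ENSMUST00000145963.7, standard error 0.09, q = 0.0106), and *Fip1l1* the largest rise of the polyadenylation factors, 1.22 in the authors' deposited table (ENSMUST00000080164.11, standard error 0.26, q = 0.0204). The fall of *Hnrnph1* by 0.51 on the log2 scale had a likelihood ratio q-value of 0.0414 in the authors' deposited table and an adjusted p-value of 0.0529 in limma's moderated test. The number of called transcripts moved most with the Wald q-values of the authors' deposited table, which called 75 of them.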

Transcripts of canonical splicing and polyadenylation factors were readily detectable at similar levels in both WT and KD samples (Supplementary Figure S2B). Gene ontology (GO) analysis using all significantly upregulated genes revealed enrichment of biological processes associated with translation and rRNA metabolism (Figure 2D). Furthermore and consistent with previous findings (54,55), modification of histones and mRNA metabolism were also among the upregulated biological processes (Supplementary Figure S2C). 

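Gene lists written by hand stood in for the GO terms, and their members were counted among the genes with at least 1 transcript that was higher in KD. In the list for ribosome biogenesis, which covers the processing of rRNA, 53 of 107 genes had a higher transcript, 4.88 times the share among all genes tested (adjusted p = 1.09e-23, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 18 tests). Of the translation initiation factors, 18 of 42 genes had a higher transcript, 4.22 times the share among all genes (adjusted p = 2.36e-07, Fisher's exact test). Of the cytosolic ribosomal proteins, 26 of 84 genes had one, 3.05 times that share (adjusted p = 5.67e-07, Fisher's exact test). Highly expressed genes are called more often, so 10000 random lists matched on expression and GC content were also drawn, and these moved the results most among the alternatives that were tried. The matched lists held a mean of 27.5 higher genes for ribosome biogenesis and 11.0 for translation initiation, fewer than the lists themselves (adjusted permutation p = 0.0018 and 0.0351). For the ribosomal proteins they held 32.1, more than the list itself (adjusted permutation p = 0.300). In limma's cameraPR test on the Wald statistics of all genes, the lists stood above the other genes with adjusted p-values of 8.57e-19 for ribosome biogenesis, 2.92e-08 for translation initiation and 0.00159 for the ribosomal proteins. The median log2(fold change) of the summed gene levels was 0.33 for ribosome biogenesis, 0.26 for translation initiation and 0.24 for the ribosomal proteins. The largest rises of called members in the authors' deposited table were those of *Nol6* (1.13), *Eif6* (0.98) and *Rps10* (0.99) in the respective lists. Its largest falls among the called members were those of *Utp6* (−0.70), *Eif3e* (−0.60) and *Rpl22l1* (−1.10) in the authors' deposited table.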

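A list of 94 genes for the modification of histones held 24 genes with a higher transcript in KD, 2.52 times the share among all genes (adjusted p = 4.80e-05, Fisher's exact test), and 11 with a lower one. Random lists matched on expression and GC content held a mean of 22.0 genes with a higher transcript (adjusted permutation p = 0.908), and the excess was not past the threshold in limma's cameraPR test (adjusted p = 0.0705). The largest changes of called members in the authors' deposited table were a rise of 7.03 for a *Hdac4* isoform with a mean of 24.9 normalised estimated counts (ENSMUST00000008995.14, standard error 1.84, likelihood ratio q = 0.0449) and a fall of *Kat2b* with a log2(fold change) of −1.19 (ENSMUST00000000724.14, standard error 0.11, q = 0.0103). Of the metabolism of mRNA, the lists cover splicing and polyadenylation. Of the splicing factor genes, 29 of 102 had a higher transcript, 2.80 times the share among all genes (adjusted p = 6.84e-07, Fisher's exact test), and 1 had a lower one, against means of 27.0 higher and 12.8 lower genes in matched random lists (adjusted permutation p = 0.908 and 0.0018). Of the polyadenylation factor genes, 10 of 27 had a higher transcript (adjusted p = 4.24e-04, Fisher's exact test), against a mean of 5.70 in matched random lists (adjusted permutation p = 0.142). In limma's cameraPR test, both lists stood above the other genes, with adjusted p-values of 2.87e-06 for splicing and 0.0265 for polyadenylation.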

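Genes with at least 1 transcript that was lower in KD were counted in lists for DNA replication, the mitotic cell cycle and cell migration. For DNA replication, 10 of 66 genes had a lower transcript, 2.04 times the share among all genes (adjusted p = 0.0438, Fisher's exact test), and 6 had a higher one. In the mitotic cell cycle list, 19 of 93 genes had a lower transcript, 2.75 times the share among all genes (adjusted p = 1.16e-04, Fisher's exact test), and 16 had a higher one. In the cell migration list, 16 of 85 genes had a lower transcript, 2.53 times the share among all genes (adjusted p = 9.33e-04, Fisher's exact test), and 32 had a higher one, 3.71 times that share (adjusted p = 1.32e-10, Fisher's exact test). Matched random lists held means of 8.93 lower genes for DNA replication, 14.8 for the mitotic cell cycle and 8.36 for cell migration (adjusted permutation p = 0.968, 0.458 and 0.0351). They held means of 13.5 higher genes for DNA replication, more than the list itself, and 20.9 for cell migration, fewer than the list itself (adjusted permutation p = 0.0351 and 0.0216). Over all their genes, the median log2(fold change) of the summed levels was −0.024 for DNA replication, 0.0018 for the mitotic cell cycle and 0.18 for cell migration. The largest falls of called members were those of *Pole* (−1.56), *Kif23* (−1.39) and *Thbs1* (−1.55) in the authors' deposited table. These are values of single transcripts. That of *Pole* belongs to a transcript of 747 bases with a mean of 150 normalised estimated counts (ENSMUST00000112482.1), so it does not give the change of the whole gene. Among the rises of called members in the authors' deposited table, those of *Rrm2* in the replication list, *Ccnd3* (1.28) in the mitotic list and *Sema7a* in the migration list were the largest. The *Ccnd3* value likewise belongs to a transcript of 931 bases with a mean of 321 normalised estimated counts (ENSMUST00000182539.7).

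**Figure D2:**
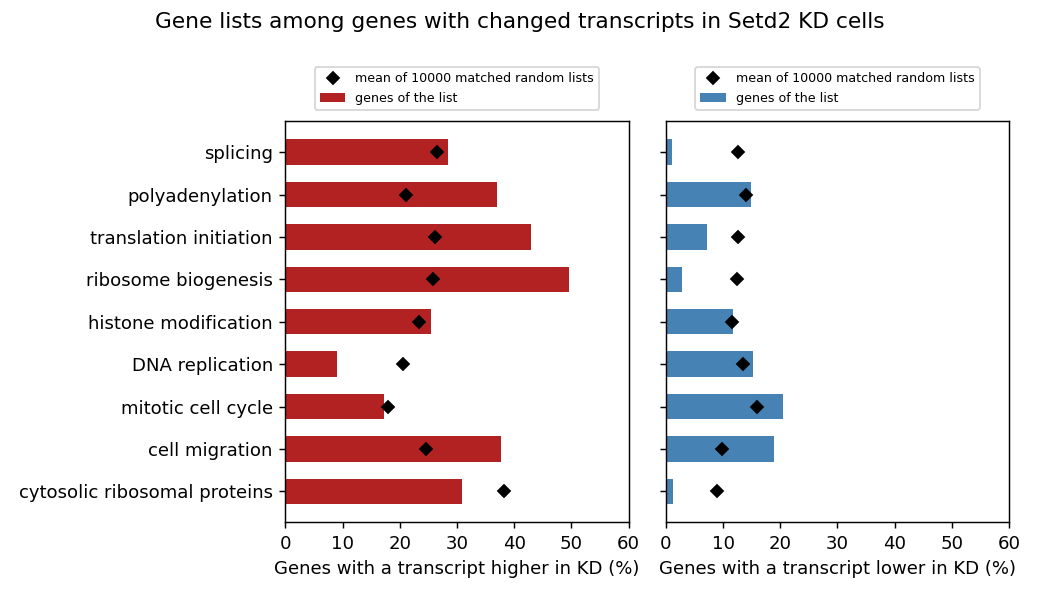
Percentage of the genes of each list with at least 1 transcript that was higher (left, red bars) or lower (right, blue bars) in *Setd2* KD samples at a likelihood ratio q-value under 0.05. Diamonds mark the mean percentage in 10000 random lists matched on expression and GC content. The bar for ribosome biogenesis reaches 49.5% on the left, and the bars for the lower genes on the right reach at most 20.4%.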

GO analysis using all significantly downregulated genes in KD samples revealed that the most affected biological processes were DNA replication, cell cycle and cell migration (Figure 2E). SETD2 had previously been shown to methylate α-tubulin (56) and to act as a key regulator of DNA mismatch repair in G1 and early S phase (57). Therefore, increased mitotic and cytokinetic defects were expected. To investigate the role of H3K36me3 in AS, splicing analysis was conducted and resulted in the detection of 136 significant changes in KD samples. However, only three genes (*Ciz1*, *Kctd9* and *Rrm2*) displayed changes in intron retention and in all three cases this type of alternative splicing event was less frequent in the KD than in the WT (Supplementary Figure S3). 

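The splice junctions and retained introns of these genes were not analysed here, and the values that follow are those of whole transcripts. The annotation lists 7 retained-intron transcripts for *Ciz1*, 1 for *Rrm2* and 0 for *Kctd9*, and 0 of them were among the transcripts tested. The protein-coding *Rrm2* transcript ENSMUST00000020980.11 on chromosome 12 (24708241 to 24714146) rose by 1.63 on the log2 scale in the authors' deposited table (standard error 0.08, likelihood ratio q = 0.0103). Its level computed from the mean and the effect was 6632 normalised estimated counts in KD and 2143 in WT, 3.09 times as high in KD. None of the 4 *Ciz1* transcripts on chromosome 2 had a likelihood ratio q-value under 0.05 in the authors' deposited table. The *Ciz1* transcript with the most counts, ENSMUST00000113332.7, was 7.09% lower in KD, with a 95% confidence interval from 19.8% lower to 7.61% higher, and ENSMUST00000113334.7 was 29.8% higher, with an interval from 3.30% to 63.1%. The largest *Ciz1* change was that of ENSMUST00000113331.7, 69.1% higher, with an interval from 0.487% to 185%. ENSMUST00000048964.13 was 10.5% lower, with an interval from 65.9% lower to 135% higher. None of the 3 *Kctd9* transcripts on chromosome 14 had a q-value under 0.05 in the authors' deposited table, and the *Kctd9* transcript with the most counts, ENSMUST00000078053.12, was 9.79% lower in KD, with a 95% confidence interval from 21.7% lower to 3.98% higher. Centring on a trend with GC content brought the *Ciz1* transcript ENSMUST00000113332.7 past the threshold of the Wald test, with a log2(fold change) of −0.33 (q = 0.0213). It turned the log2(fold change) of the *Kctd9* transcript ENSMUST00000152243.7 from −0.096 to 0.0028, which was not past the threshold of the Wald test (q = 0.998).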

Additionally, the percentage of intronic bases present in both WT and KD RNA-seq datasets was calculated and the result validated the splicing analysis. Examination of the mRNA-seq metrics from the final quality control step determined the percentage of bases mapping to intronic sequences in WT and KD samples to be 0.111% (± 0.00837) and 0.0994% (± 0.00705), respectively. Taken together, our findings suggest that H3K36me3 does not play a major role in intron retention of polyadenylated mRNA isoforms or IPA in NIH/3T3 cells. These results differ from previous studies that show increased intron retention in human kidney tumours characterised by *SETD2* mutations (28,29). 

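Of the 21848 mouse transcripts that the annotation classes as retained introns, 16 carry its basic tag and 12 were among the transcripts tested. Their log2(fold changes) computed from the deposited effects ranged from −0.50 to 0.59 with a median of −0.03, and 6 of the 12 were positive. In the authors' deposited table, 1 of them had a likelihood ratio q-value under 0.05, of 0.0219. With so few of the annotated retained-intron transcripts tested, a change of intron retention across genes was not measurable from these values. The percentage of intronic bases and the use of splice junctions were not analysed here. From the splicing analysis, in which changes of intron retention were limited to *Ciz1*, *Kctd9* and *Rrm2* and went towards less retention in KD, and from the percentages of intronic bases in WT and KD samples, the paper proposes that H3K36me3 has no major role in the intron retention of polyadenylated mRNA or in IPA in these cells.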

Importantly, those observations are based on the analysis of RNA-seq libraries generated from total RNA rather than polyadenylated mRNA, which would account for unstable and/or short-lived, intron-retaining transcripts. However, when those datasets were processed through our pipeline, the results were consistent with our findings (Supplementary Table S4) and contradicted the original studies.

**Figure 2.**
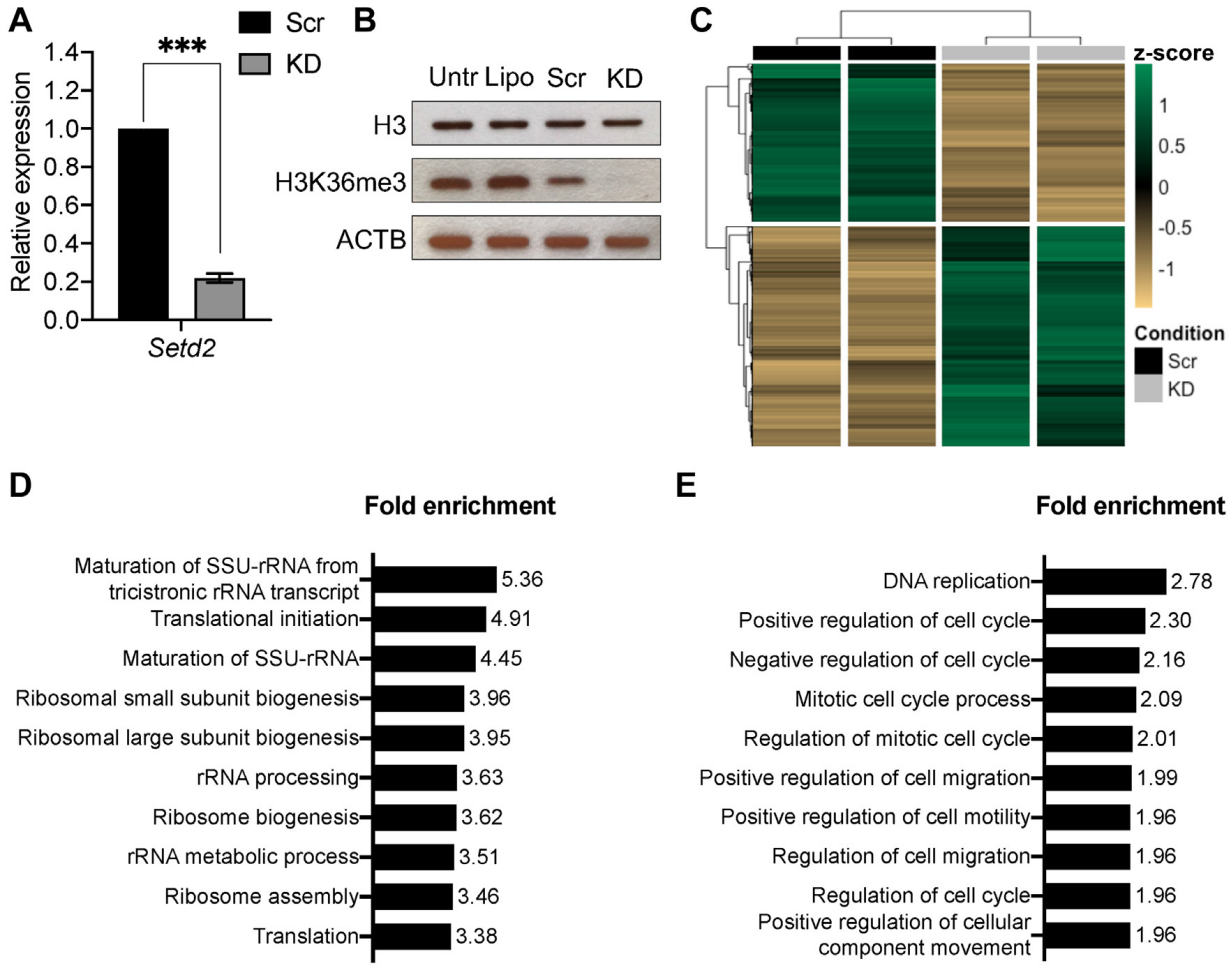
(**A**) *Setd2* mRNA levels assessed by RT-qPCR 48 h post transfection. All data are normalised to Ct values for *Actb*. Data are given as mean 2^−ΔΔCt^ values ± SEM of three independent experiments. ***P < 0.001 compared with Scrambled group by unpaired *t*-test. Scr, scrambled control; KD, knockdown. (**B**) Western blot of whole cell lysate showing effective depletion of H3K36me3 upon knockdown of *Setd2*. Total histone H3 levels are unaffected. ACTB was used as a loading control. Untr, untreated cells; Lipo, transfection vehicle only; Scr, scrambled control; KD, knockdown. (**C**) RNA-seq heatmap of significant differentially expressed transcripts 48 h post transfection. Values are given as row-wise standard-normalised fragments per kilobase of transcript per million mapped reads (z-score). Scr, scrambled control; KD, knockdown. (**D**) Top ten upregulated biological processes determined by GO analysis (PANTHER). See Supplementary Table S6 for a complete list of GO ID terms. (**E**) Top ten downregulated biological processes determined by GO analysis (PANTHER). See Supplementary Table S7 for a complete list of GO ID terms.

More detailed analyses were conducted to investigate a possible locus-specific involvement of H3K36me3 in pre-mRNA processing. Taking advantage of previous studies on the iCGI/host gene pair *Mcts2/H13* (22,26,27), this locus was selected as a model system. Using publicly available ChIP-seq data from hybrid immortalised mouse fibroblasts (129/Sv × CAST/Ei) (58), H3K36me3 deposition along the *Mcts2/H13* locus was interrogated. This histone mark is enriched on the maternal (129/Sv) allele at the introns that are retained in the paternally expressed (CAST/Ei) *H13d* and *H13e* transcripts (Figure 3). H3K36me3 has previously been shown to compensate for weak splice donor sites via the recruitment of specific alternative splicing factors (16). When *H13* splice donor sites were scored , those present at exon three and four were found to be the weakest compared to the consensus sequence (Supplementary Table S5). It was therefore hypothesised that H3K36me3 may facilitate the recognition and usage of weak splice donor sites at this locus. If this is the case, depleting H3K36me3 would be expected to lead to decreased *H13a, H13b and H13c* isoforms and increased *H13d* and *H13e* isoforms (Figure 1). In other words, depletion of this histone mark would result in an increase in intron retention and IPA. *H13a*, *H13b* and *H13c* (collectively referred to as *H13a-c*) mRNA levels measure 3′UTR-APA, whereas *H13d* and *H13e* expression are a proxy for intron retention and IPA (Figure 1). *H13e* was detectable only at very low levels by RT-qPCR and was not utilised in these expression analyses. Using the same siRNA-treated NIH/3T3 cells as above, RT-qPCR was employed to determine the effects of the knockdown on *Mcts2/H13*. At *H13*, total mRNA levels were reduced by 28% (Figure 4, *H13all*). *H13* isoforms terminating downstream of the iCGI also decreased by 28% (Figure 4, *H13a-c*). This decrease was expected since *H13a-c* constitute the vast majority of *H13* transcripts (22,27,59). Contrary to expectations however, *H13d* mRNA levels remained unchanged (Figure 4, *H13d*). Expression from the iCGI was minimally affected (Figure 4, *Mcts2*) and its DNA methylation profile was not altered (Supplementary Figure S4). Taken together, these findings recapitulated those provided by the transcriptome analysis and confirmed that global H3K36me3 depletion via siRNA knockdown approaches may not be sufficient to lead to increased intron retention or IPA.

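In the RNA-seq of the transfected cells, 3 of the 6 annotated *H13* transcripts on chromosome 2 were tested, together with the single *Mcts2* transcript (ENSMUST00000062148.8, 152687035 to 152687946). The *H13* transcripts ENSMUST00000089059.8 and ENSMUST00000125366.7 end downstream of *Mcts2*, at 152705036 and 152708670, and ENSMUST00000109825.7 ends 334 bp upstream of it, at 152686701. The retained-intron transcript ENSMUST00000148156.1, which ends 3594 bp upstream of *Mcts2*, was not among those tested. In the authors' deposited table, the log2(fold changes) of the transcripts that end downstream were −0.19 (standard error 0.10, likelihood ratio q = 0.0757) for ENSMUST00000089059.8 and 0.31 (standard error 0.12, q = 0.0969) for ENSMUST00000125366.7. For the transcript that ends upstream, the authors' deposited table gave 0.04 (standard error 0.23, q = 0.284), and for *Mcts2* it gave −0.13 (standard error 0.11, q = 0.104). The levels computed here and summed over the *H13* transcripts were 3026 normalised estimated counts in KD and 3038 in WT, 0.378% lower in KD. Summed over the transcripts that end downstream of *Mcts2*, the level was 0.579% lower in KD. The level of the transcript that ends upstream was 2.76% higher in KD, with a 95% confidence interval from 24.7% lower to 40.2% higher, and that of *Mcts2* was 8.51% lower, with an interval from 20.9% lower to 5.85% higher. At the gene level, the likelihood ratio q-value of *H13* in the authors' deposited table was 0.0151 and its Wald q-value 0.0625. Centring on a trend with GC content brought ENSMUST00000089059.8 past the threshold of the Wald test with a log2(fold change) of −0.41 (q = 2.51e-04) and turned that of ENSMUST00000109825.7 to −0.12 (q = 0.856). The *Actb* transcript ENSMUST00000100497.10, whose gene served as the reference in RT-qPCR, rose by 0.46 on the log2 scale in the authors' deposited table (standard error 0.11, likelihood ratio q = 0.0310), computed as 37.2% higher in KD. Divided by the level of this *Actb* transcript, a choice made after the values had been seen, the *H13* sum was 27.4% lower in KD, the transcript that ends upstream of *Mcts2* was 25.1% lower and *Mcts2* was 33.3% lower.

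**Figure D3:**
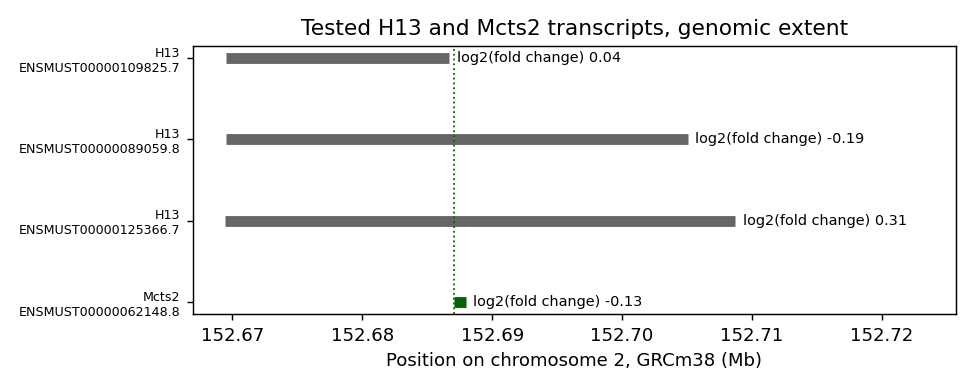
Genomic extent of the tested *H13* transcripts (grey bars) and of the *Mcts2* transcript (green bar) on chromosome 2 of GRCm38, in Mb along the horizontal axis, each with its log2(fold change) between *Setd2* KD and Scrambled samples. The dotted line marks the start of *Mcts2*. The transcript that ends before the line had a log2(fold change) of 0.04.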

**Figure 3.**
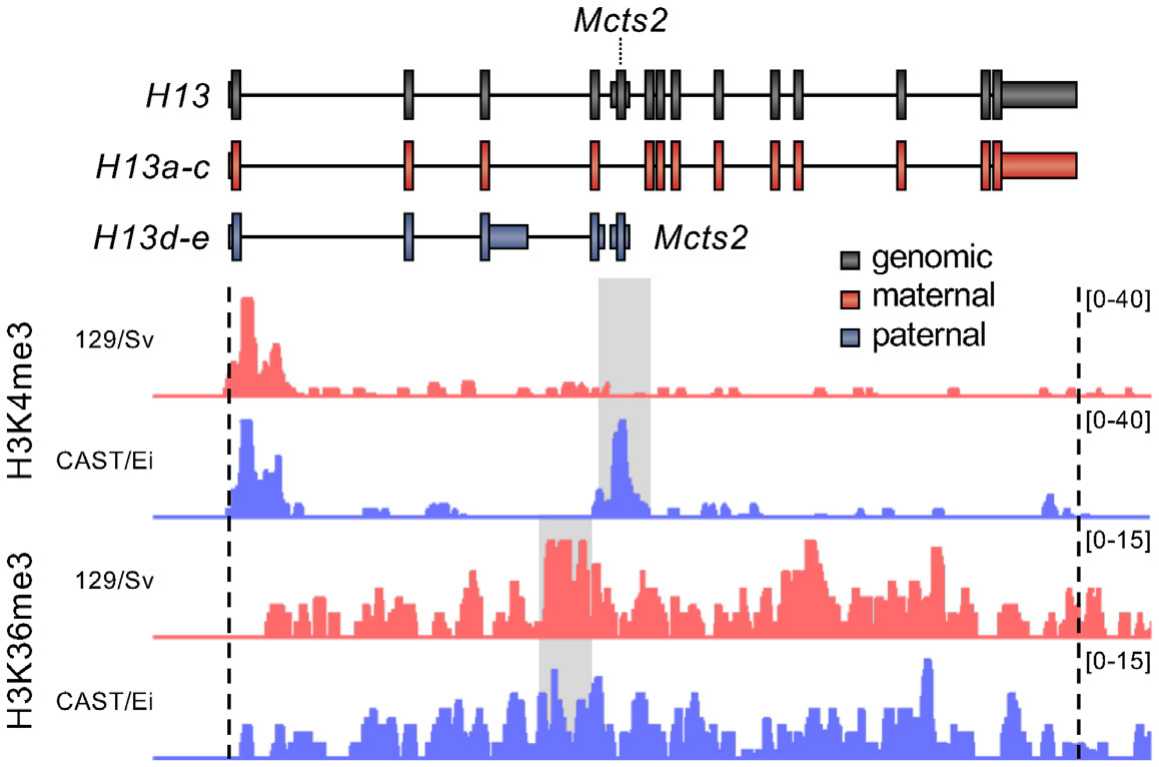
ChIP-seq profiles for H3K4me3 and H3K36me3 from hybrid immortalised mouse fibroblasts mapped to the maternal (129/Sv) or paternal (CAST/Ei) allele of *Mcts2/H13*. Genomic (black) and packed maternal (red) and paternal (blue) tracks are shown at the top. Coverage values have been normalised by input and are indicated on the y-axis. Allele-specific chromatin mark enrichments are highlighted in gray.

**Figure 4.**
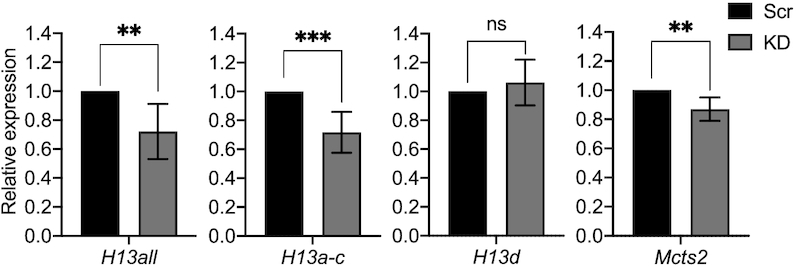
mRNA levels of target transcripts assessed by RT-qPCR 48 h post transfection. All data are normalised to Ct values for *Actb*. Data are given as mean 2^−ΔΔCt^ values ± SEM of three independent experiments. ns, *P* > 0.05; **P = 0.01; ***P < 0.001 compared with Scrambled group by unpaired *t*-test. Scr, scrambled control; KD, knockdown.

### iCGI activity influences host gene transcription and IPA

The *Mcts2/H13* locus provides a model for studying APA and the role of iCGIs in alternative transcript formation. To understand the involvement of iCGI expression in transcriptome diversity more broadly, we devised a strategy to estimate the number of loci in the genome where iCGIs reside in host gene bodies and are associated with tissue-specific gene expression patterns. Tissue-specific variation in transcription at iCGIs was determined using ENCODE RNA-seq data for 30 mouse tissues and developmental stages (50). 4033 host genes were identified genomewide that harbour iCGIs located at least 1 kb from their TSS and 500 bp from the start of their last exon. A negative control dataset was generated consisting of 1079 well-defined loci with either a corresponding protein entry in PDB or validation by RefSeq that neither harbour an iCGI nor overlap with other genes. Then, an artificial iCGI was simulated at each of the negative control loci, with its position and size randomly drawn from the normalized position and size distributions of the actual iCGIs. For each iCGI/host gene pair identified in the genome, RNA-seq reads mapping *upstream*, *across* and at the *iCGI* were counted (Figure 5A). Additionally, the ratio of reads mapping *upstream* and *across* the iCGI was calculated for each gene harbouring an iCGI and used to determine the proportion of host gene transcripts terminating upstream of the iCGI or traversing the iCGI. Pearson correlation coefficients (ρ) were calculated between *upstream:across* ratios and the number of RNA-seq reads mapping to the iCGIs themselves.

**Figure 5.**
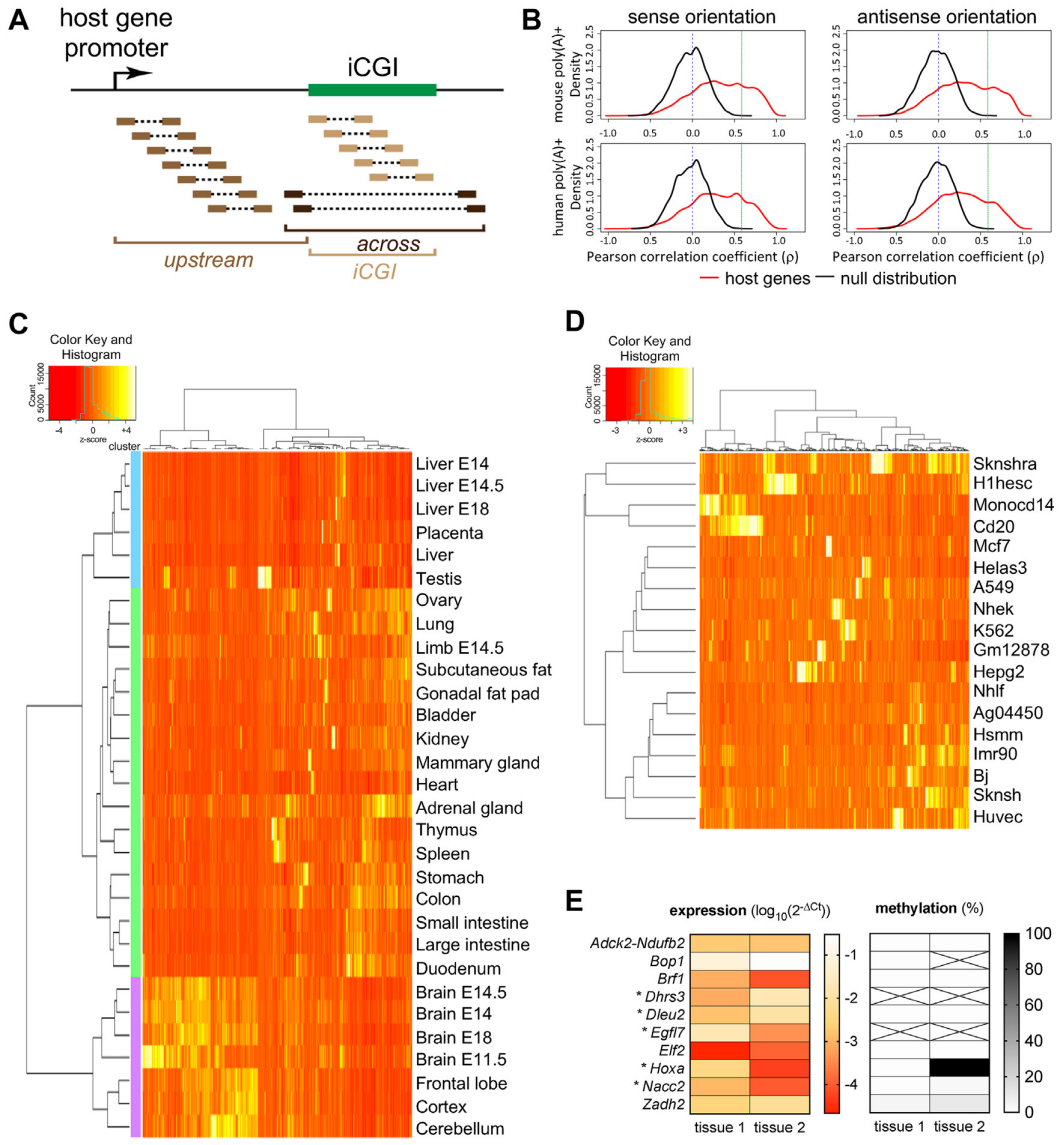
(**A**) Schematic representation of data collection. RNA-seq reads at iCGI/host gene pairs were divided into three groups according to the region they were mapped to: *upstream*, *across* or at the *iCGI*. (**B**) Pearson correlation coefficients (ρ) between transcription from the *iCGI* and transcription *upstream:across* the iCGI. ρ values were calculated in both sense (left) and antisense (right) orientations with respect to the host gene across 30 mouse tissues (upper) and 18 human cell lines (lower) using RNA-seq data from polyadenylated [poly(A)+] transcripts. A vertical blue dashed line is at ρ = 0. A strict cut-off is represented by a vertical green dashed line at ρ = 0.59, equal to the maximum ρ value observed in the null distribution. (**C**) RNA-seq heatmap illustrating tissue- and developmental stage-specific transcriptional activity of murine iCGIs within host genes with ρ>0.59. Values are given as column-wise standard-normalised fragments per kilobase of transcript per million mapped reads (*z*-score). Tissues are from adult mice, unless specified. (**D**) RNA-seq heatmap illustrating cell type-specific transcriptional activity of human iCGIs within host genes with ρ > 0.59. Values are given as column-wise standard-normalised fragments per kilobase of transcript per million mapped reads (*z*-score). (**E**) Ten iCGIs from C were selected and labelled with the name of their host gene. Transcription from the iCGIs was measured by RT-qPCR in two tissues (left). All data are normalised to Ct values for *Actb*. Data are given as log_10_ of mean 2^−ΔCt^ values of three independent experiments. *, expression is consistent with RNA-seq data in C. DNA methylation was measured by sequencing of bisulfite converted genomic DNA and is given as percentage values (right). Crossed out cells indicate that DNA methylation could not be determined.

The distribution of ρ values of host genes with iCGIs was found to differ substantially from that of the negative control dataset (null distribution) (Figure 5B, *upper*). The null distributions are centred around zero and have a moderate range, indicating that this approach has a sufficient level of specificity and that extreme ρ values are unlikely to occur by chance. The distributions originating from iCGI/host gene pairs are skewed to the right (Figure 5B), showing that increased iCGI transcription positively correlates with increased *upstream:across* ratios. In order to select a subset of candidate loci for further investigation, a strict cut-off value of 0.59, equal to the maximum ρ value observed in the negative data set, was imposed: 1722 (21%) iCGI/host gene pairs scored above this threshold. The sensitivity of this approach was validated by the detection of the imprinted pair *Nap1l5/Herc3* (ρ = 0.94) among the significant loci. The promoter of *Nap1l5* is an iCGI that, when transcriptionally active, leads to *Herc3* IPA (23). The same analysis was conducted using ENCODE RNA-seq data sets from 18 human cell lines (50) and resulted in similar findings (Figure 5B, *lower* and Supplementary Figure S5). Transcription from a large number of iCGIs positively correlates with *upstream:across* host gene transcription ratios.

Using publicly available data (36), we determined C+G content, CpG observed over CpG expected ratio (CpG_obs_/CpG_exp_) and CpG density of the CGIs identified in this study. As previously shown (36), iCGIs present slightly reduced C+G content, CpG_obs_/CpG_exp_ ratio and CpG density when compared to other CGIs (Supplementary Figure S6, *left*). In order to determine whether these features could be important in the apparent correlation between iCGI expression and *upstream:across* host gene transcription ratios, their distribution was interrogated in the context of iCGIs/host gene pairs. Thus, we observed no difference between iCGIs whose expression significantly correlates with *upstream:across* host gene transcription ratios (ρ > 0.59) and other iCGIs (ρ ≤ 0.59) (Supplementary Figure S6, *right*). This indicates that these features have probably no involvement in the regulation of iCGIs expression and in their influence on host gene transcription.

Although the model *Mcts2/H13* locus is subject to genomic imprinting, we have shown through this analysis that the majority of the identified iCGI/host gene pairs (over 4000) are not imprinted, suggesting that iCGI influence on host gene polyadenylation is widespread and conserved across at least two mammalian species.

### iCGIs show DNA methylation-independent spatiotemporal transcriptional activity

The transcriptional activity at iCGIs from iCGI/host gene pairs with ρ > 0.59 was compared across all tissues, developmental stages and cell lines. Both mouse and human datasets showed striking tissue-specific iCGI activity with iCGIs often being highly expressed in a single tissue or cell line (Figure 5C and D). Hierarchical clustering grouped mouse tissues and developmental stages from the same organ or system within the same cluster (Figure 5C). The hierarchical clustering was reproducible when using only iCGI/host gene pairs with iCGIs fully mapping within one intron of their host genes, excluding iCGIs partially or fully overlapping with host gene exons (Supplementary Figure S7A). This is important since it is not possible to discriminate between same-strand RNA-seq reads from host genes and iCGIs when the latter fully or partially overlap with host gene exons. Additionally, when intronic iCGIs were subjected to hierarchical clustering according to their expression level, a large number of iCGIs that showed high expression in brain tissues and developmental stages grouped together (Supplementary Figure S7A). GO term analysis using host genes harbouring these iCGIs revealed enrichment of brain-specific biological processes (Supplementary Figure S7B and Table S8), confirming that these host genes are involved in relevant cell specification processes.

In order to establish a role for DNA methylation in the regulation of iCGIs transcriptional activity in mouse, ten candidate iCGI/host gene pairs that showed the highest correlation between iCGI transcription and *upstream:across* ratios were selected for further analysis. For each iCGI, two tissues were assayed that exhibited the highest and lowest measured expression levels based on RNA-seq data. For five of the iCGIs, the gene expression measured by RT-qPCR recapitulated the gene expression patterns detected in the RNA-seq datasets (Figure 5E, *left* and Supplementary Figure S8) which is consistent with expectations. The other five iCGIs did not match the RNA-seq expression patterns using RT-qPCR. These RT-qPCR assays were perfomed in tissues that were as matched as closely as possible to the descriptions in the ENCODE data repository but were not the actual tissues used by the ENCODE consortium. Therefore, there could have been slight differences in the precise age of collected embryos in developmental samples or differences in the dissected sections of tissues, possibly accounting for discordance. In some cases, strain differences may also have led to discrepant findings. To confirm that *Actb* is a reliable control gene for the RT-qPCR assays, ENCODE datasets were interrogated for *Actb* expression in tissues corresponding to the ones used here (Supplementary Figure S9). The ENCODE data revealed that *Actb* expression is similar across brain, thymus, lung, stomach and placenta, confirming that this housekeeping gene is a reliable endogenous control for comparisons involving these tissues (e.g. *Adck2-Ndufb2*, brain E13.5 versus stomach adult). However, lower expression levels observed in heart, testis and cerebellum could contribute to the discrepancy detected between the RNA-seq and RT-qPCR results (e.g. *Bop1*, brain E13.5 versus heart adult).

The DNA methylation status of these candidate loci was assayed by PCR amplification of bisulfite-converted genomic DNA. At one of the concordant iCGI/host gene pairs, namely *Hoxa*, DNA methylation correlated with gene expression (Figure 5E, *right*). For the other four, no correlation between iCGI expression and DNA methylation was detected (Figure 5E, *right*) suggesting that DNA methylation may not the major regulatory factor involved. In order to validate our observations, publicly available genomewide bisulfite sequencing datasets from the ENCODE project were utilised. Although, not all the tissues in the bisulfite sequencing PCR experiments were available, data from brain, lung, heart and stomach were used. When examining the DNA methylation percentage of the iCGIs used for validation across these tissues, it was found that the majority of them are unmethylated (Supplementary Figure S10). Variation of DNA methylation levels was observed between tissues at only one of the iCGIs (*Dhrs3*), suggesting that DNA methylation is not the only mechanism involved in the regulation of expression at iCGIs.

### Active intronic iCGIs present promoter-like chromatin

To determine whether these iCGIs are independent transcriptional units or a by-product of host gene transcription, ENCODE H3K36me3 and H3K4me3 ChIP-seq datasets from mouse E14.5 brain (50) were interrogated. When in promoter regions, H3K36me3 negatively affects transcription (60), whereas H3K4me3 is considered a typical promoter mark and it can be found at both transcriptionally active (61) and poised promoters (62). In order to identify appropriate subsets for comparison, hierarchical clustering was applied to host gene expression upstream of the iCGI and the expression of the iCGI itself. This provided a means to select transcriptionally active host genes with very active or less active iCGIs and exclude iCGIs within inactive host genes from further analysis (Figure 6A). Furthermore, before plotting average gene body H3K36me3 and H3K4me3 profiles, only host genes with iCGIs fully contained within introns were selected since H3K36me3 is enriched at expressed exons (12). This approach revealed a sharp decrease in H3K36me3 around highly active iCGIs and a more subtle depletion around iCGIs expressed at low levels (Figure 6B, *upper*). H3K36me3 gradually accumulates downstream of highly expressed iCGIs before decreasing again upstream of host gene transcription termination sites (TTSs), resembling the deposition of H3K36me3 along the body of actively transcribing genes (Figure 6B, *upper left*). H3K4me3 was enriched at all intronic iCGIs with a bias towards highly expressed iCGIs (Figure 6B, *lower*). Taken together, these findings suggest that the iCGIs tested may indeed be discrete tissue-specific promoters and that histone modifications could be important to regulate their expression.

**Figure 6.**
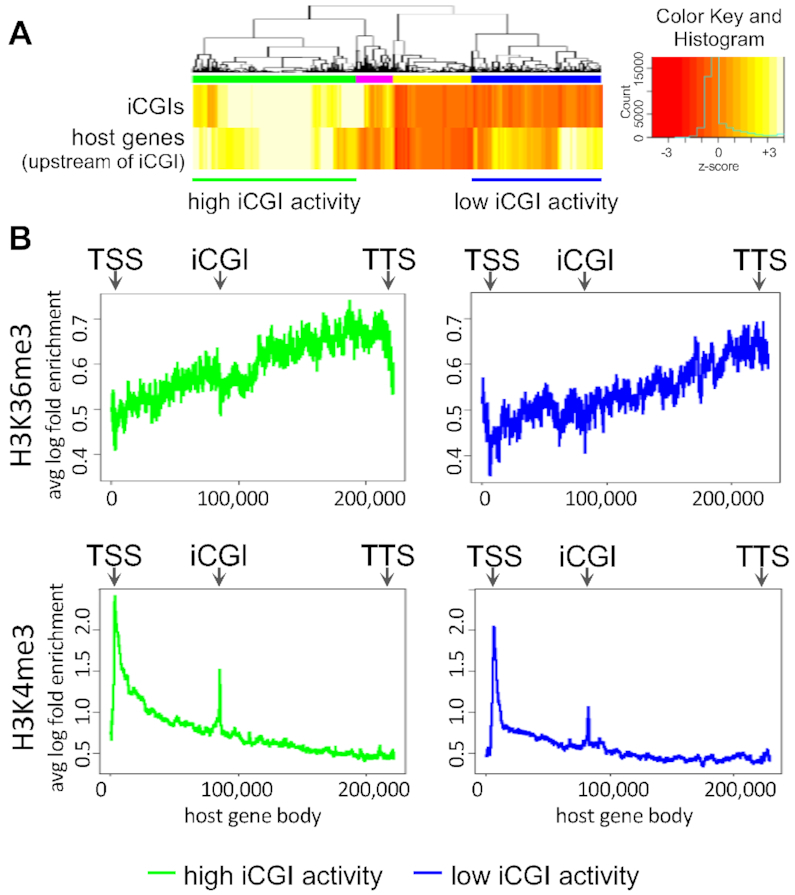
(**A**) RNA-seq heatmap from E14.5 mouse brain illustrating the transcriptional activity of iCGI/host gene pairs showing a ρ > 0.59 between transcription from the *iCGI* and transcription *upstream:across* of the iCGI (see main text and Figure 5A). Highly expressed iCGIs within active or inactive host genes are highlighted with green or pink bars, respectively. Moderately expressed iCGIs within active or inactive host genes are highlighted with blue or yellow bars, respectively. Values are given as column-wise standard-normalised fragments per kilobase of transcript per million mapped reads (*z*-score). (**B**) Average H3K36me3 (upper) and H3K4me3 (lower) ChIP-seq profiles for iCGI/host gene pairs from A in which the iCGIs are fully intronic. Reads are mapped to the body of active host genes harbouring intronic iCGIs that are transcribed at high (left) or low (right) levels. TSS, transcription start site; TTS, transcription termination site.

## DISCUSSION

Epigenetic modifications are associated with transcription and pre-mRNA processing. In some cases, the deposition of one mark is dependent upon the presence or absence of another. The same marks can differentially influence transcription depending on genomic context. For instance, DNA hypermethylation at CGI-associated promoters negatively impacts transcription (34) but facilitates it when present within gene bodies (32). One post-translational histone modification has been extensively studied in the context of pre-mRNA processing, namely H3K36me3 (14,16,28,29,55). This histone mark is deposited co-transcriptionally along the body of actively transcribing genes by the RNA Pol II-interacting histone methyltransferase SETD2 (52). Intriguingly, human kidney tumours with *SETD2* mutations are characterised by increased intron retention and altered transcription termination site usage (28,29).

We investigated the influence of H3K36me3 on intron retention and IPA in NIH/3T3 cells using siRNAs coupled with transcriptome analysis and locus-specific gene expression assays. We show that depletion of H3K36me3 leads to significant deregulation of 4266 transcripts and 136 AS events. Changes in intron retention are virtually absent between *Setd2* KD and WT samples, indicating that H3K36me3 is not a master regulator of this type of pre-mRNA processing. Locus-specific experiments on the imprinted iCGI/host gene pair *Mcts2/H13* are consistent with our genomewide conclusions since we did not detect changes in *H13d* transcript abundance, a proxy for intron retention, upon H3K36me3 depletion. These findings confirm the involvement of H3K36me3 in AS but differ from previous studies in human kidney tumours that associate *SETD2* mutations with increased intron retention. This could be partially explained by the use of polyadenylated RNA rather than total RNA for the preparation of RNA-seq libraries. If H3K36me3 depletion does indeed lead to increased intron retention in the nucleus, there must be efficient downstream checkpoints that prevent the export of those transcripts into the cytoplasm. However, re-analysis of previous studies shows consistent percentages of bases aligning to intronic sequences across all datasets, suggesting that the use of improved bioinformatic tools could also be the basis of these discrepancies.

Since paternal *H13* transcripts are characterised by intron retention and IPA upstream of an actively transcribing iCGI, we interrogated the impact of transcription from iCGIs on host gene pre-mRNA processing more generally. We bioinformatically analyse 30 mouse tissues and developmental stages using RNA-seq datasets from the ENCODE project and identify 4033 iCGI/host gene pairs. For one in five pairs, iCGI activity is tissue- or developmental stage-specific and the level of host gene transcription upstream of the iCGI positively correlates with the level of iCGI transcription. We repeated the same analysis using ENCODE RNA-seq data from 18 human cell lines and find the same results, indicating that these observations are reproducible across two mammalian species. Additionally, we demonstrate that this effect is largely independent of DNA methylation for a small subset of iCGI/host gene pairs. Finally, we provide evidence that these iCGIs may be discrete tissue-specific promoters since they are enriched for H3K4me3 and depleted of H3K36me3, a chromatin profile typically associated with active gene promoters (63).

Previous studies have shown that iCGIs become methylated and silenced when host gene transcription traverses them and triggers the recruitment of the *de novo* DNA methylation machinery (33). However, the methylation status of these iCGIs is dependent upon their intrinsic ability to initiate transcription, i.e. strong iCGIs can escape host gene transcription-mediated silencing (33). These iCGIs retain an unmethylated state, are enriched in H3K4me3 and lack H3K36me3 (33). Our work consolidates these findings and provides an additional layer of complexity to the cross talk between host gene promoters and iCGIs. We show for the first time that transcription from a large number of iCGIs interferes with host genes transcription in mouse and human, possibly providing a novel mechanism for spatiotemporal diversification of both transcriptome and proteome. These findings raise the question of precisely how iCGIs influence pre-mRNA processing of host gene transcripts. We speculate that iCGI activity may stimulate IPA at the expense of 3′UTR-APA in host genes with multiple polyadenylation sites. Isoforms resulting from IPA are typically as robustly expressed as full-length transcripts and therefore likely represent functional mRNAs rather than transcriptional noise (11). This is particularly relevant since IPA is important for regulating transcript diversity during differentiation and development in both physiological and pathological conditions (11). Using differentiation models, it will be important to examine the extent of the role of iCGIs in tissue- and developmental stage-specific gene expression and to understand the mechanisms involved.

## DATA AVAILABILITY

The splice donor site score calculation tool is freely available at http://rulai.cshl.edu/new_alt_exon_db2/HTML/score.html.

*Setd2* knockdown RNA-seq data have been deposited under accession number GSE147077.

## Supplementary Material

gkaa556_Supplemental_Files Click here for additional data file.

## References

[1] ZerbinoD.R., AchuthanP., AkanniW., AmodeM.R., BarrellD., BhaiJ., BillisK., CumminsC., GallA., GirónC.G.et al. Ensembl 2018. Nucleic Acids Res.2018; 46:D754–D761.2915595010.1093/nar/gkx1098PMC5753206

[2] AyoubiT.A.Y., Van De VenW.J.M. Regulation of gene expression by alternative promoters. FASEB J.1996; 10:453–460.8647344

[3] BeyerA.L., OsheimY.N. Splice site selection, rate of splicing, and alternative splicing on nascent transcripts. Genes Dev.1988; 2:754–765.313816310.1101/gad.2.6.754

[4] BaurénG., BelikovS., WieslanderL. Transcriptional termination in the Balbiani ring 1 gene is closely coupled to 3′-end formation and excision of the 3′-terminal intron. Genes Dev.1998; 12:2759–2769.973227310.1101/gad.12.17.2759PMC317118

[5] TianB., ManleyJ.L. Alternative polyadenylation of mRNA precursors. Nat. Rev. Mol. Cell Biol.2016; 18:18–30.2767786010.1038/nrm.2016.116PMC5483950

[6] KalsotraA., CooperT.A. Functional consequences of developmentally regulated alternative splicing. Nat. Rev. Genet.2011; 12:715–729.2192192710.1038/nrg3052PMC3321218

[7] DertiA., Garrett-EngeleP., MacIsaacK.D., StevensR.C., SriramS., ChenR., RohlC.A., JohnsonJ.M., BabakT. A quantitative atlas of polyadenylation in five mammals. Genome Res.2012; 22:1173–1183.2245423310.1101/gr.132563.111PMC3371698

[8] HoqueM., JiZ., ZhengD., LuoW., LiW., YouB., ParkJ.Y., YehiaG., TianB. Analysis of alternative cleavage and polyadenylation by 3′ region extraction and deep sequencing. Nat. Methods. 2013; 10:133–139.2324163310.1038/nmeth.2288PMC3560312

[9] KerenH., Lev-MaorG., AstG. Alternative splicing and evolution: diversification, exon definition and function. Nat. Rev. Genet.2010; 11:345–355.2037605410.1038/nrg2776

[10] GruberA.J., ZavolanM. Alternative cleavage and polyadenylation in health and disease. Nat. Rev. Genet.2019; 20:599–614.3126706410.1038/s41576-019-0145-z

[11] SinghI., LeeS.H., SperlingA.S., SamurM.K., TaiY.T., FulcinitiM., MunshiN.C., MayrC., LeslieC.S. Widespread intronic polyadenylation diversifies immune cell transcriptomes. Nat. Commun.2018; 9:1716.2971290910.1038/s41467-018-04112-zPMC5928244

[12] Kolasinska-ZwierzP., DownT., LatorreI., LiuT., LiuX.S., AhringerJ. Differential chromatin marking of introns and expressed exons by H3K36me3. Nat. Genet.2009; 41:376–381.1918280310.1038/ng.322PMC2648722

[13] SchwartzS., MeshorerE., AstG. Chromatin organization marks exon-intron structure. Nat. Struct. Mol. Biol.2009; 16:990–995.1968460010.1038/nsmb.1659

[14] LucoR.F., PanQ., TominagaK., BlencoweB.J., Pereira-SmithO.M., MisteliT. Regulation of alternative splicing by histone modifications. Science. 2010; 327:996–1000.2013352310.1126/science.1184208PMC2913848

[15] ZhouH.-L., HinmanM.N., BarronV.A., GengC., ZhouG., LuoG., SiegelR.E., LouH. Hu proteins regulate alternative splicing by inducing localized histone hyperacetylation in an RNA-dependent manner. Proc. Natl. Acad. Sci. U.S.A.2011; 108:E627–E635.2180803510.1073/pnas.1103344108PMC3169152

[16] PradeepaM.M., SutherlandH.G., UleJ., GrimesG.R., BickmoreW.A. Psip1/Ledgf p52 binds methylated histone H3K36 and splicing factors and contributes to the regulation of alternative splicing. PLoS Genet.2012; 8:e1002717.2261558110.1371/journal.pgen.1002717PMC3355077

[17] Ameyar-ZazouaM., RachezC., SouidiM., RobinP., FritschL., YoungR., MorozovaN., FenouilR., DescostesN., AndrauJ.C.et al. Argonaute proteins couple chromatin silencing to alternative splicing. Nat. Struct. Mol. Biol.2012; 19:998–1005.2296137910.1038/nsmb.2373

[18] MaunakeaA.K., ChepelevI., CuiK., ZhaoK. Intragenic DNA methylation modulates alternative splicing by recruiting MeCP2 to promote exon recognition. Cell Res.2013; 23:1256–1269.2393829510.1038/cr.2013.110PMC3817542

[19] LiuH., JinT., GuanJ., ZhouS. Histone modifications involved in cassette exon inclusions: a quantitative and interpretable analysis. BMC Genomics. 2014; 15:1148.2552668710.1186/1471-2164-15-1148PMC4378014

[20] ZhouH.L., LuoG., WiseJ.A., LouH. Regulation of alternative splicing by local histone modifications: potential roles for RNA-guided mechanisms. Nucleic. Acids. Res.2014; 42:701–713.2408158110.1093/nar/gkt875PMC3902899

[21] SpiesN., NielsenC.B., PadgettR.A., BurgeC.B. Biased chromatin signatures around polyadenylation sites and exons. Mol. Cell. 2009; 36:245–254.1985413310.1016/j.molcel.2009.10.008PMC2786773

[22] WoodA.J., SchulzR., WoodfineK., KoltowskaK., BeecheyC.V., PetersJ., Bourc’hisD., OakeyR.J. Regulation of alternative polyadenylation by genomic imprinting. Genes Dev.2008; 22:1141–1146.1845110410.1101/gad.473408PMC2335310

[23] CowleyM., WoodA.J., BöhmS., SchulzR., OakeyR.J. Epigenetic control of alternative mRNA processing at the imprinted Herc3/Nap1l5 locus. Nucleic Acids Res.2012; 40:8917–8926.2279098310.1093/nar/gks654PMC3467052

[24] MorisonI.M., RamsayJ.P., SpencerH.G. A census of mammalian imprinting. Trends Genet.2005; 21:457–465.1599019710.1016/j.tig.2005.06.008

[25] Ferguson-SmithA.C. Genomic imprinting: the emergence of an epigenetic paradigm. Nat. Rev. Genet.2011; 12:565–575.2176545810.1038/nrg3032

[26] MccoleR.B., LoughranN.B., ChahalM., FernandesL.P., RobertsR.G., FraternaliF., O’ConnellM.J., OakeyR.J. A case-by-case evolutionary analysis of four imprinted retrogenes. Evolution (N.Y.). 2011; 65:1413–1427.10.1111/j.1558-5646.2010.01213.xPMC310742521166792

[27] WoodA.J., RobertsR.G., MonkD., MooreG.E., SchulzR., OakeyR.J. A screen for retrotransposed imprinted genes reveals an association between x chromosome homology and maternal germ-line methylation. PLoS Genet.2007; 3:0192–0203.10.1371/journal.pgen.0030020PMC179662417291163

[28] SimonJ.M., HackerK.E., SinghD., BrannonA.R., ParkerJ.S., WeiserM., HoT.H., KuanP.F., JonaschE., FureyT.S.et al. Variation in chromatin accessibility in human kidney cancer links H3K36 methyltransferase loss with widespread RNA processing defects. Genome Res.2014; 24:241–250.2415865510.1101/gr.158253.113PMC3912414

[29] HoT.H., ParkI.Y., ZhaoH., TongP., ChampionM.D., YanH., MonzonF.A., HoangA., TamboliP., ParkerA.S.et al. High-resolution profiling of histone h3 lysine 36 trimethylation in metastatic renal cell carcinoma. Oncogene. 2016; 35:1565–1574.2607307810.1038/onc.2015.221PMC4679725

[30] KouzaridesT. Chromatin modifications and their function. Cell. 2007; 128:693–705.1732050710.1016/j.cell.2007.02.005

[31] WeinbergD.N., Papillon-CavanaghS., ChenH., YueY., ChenX., RajagopalanK.N., HorthC., McGuireJ.T., XuX., NikbakhtH.et al. The histone mark H3K36me2 recruits DNMT3A and shapes the intergenic DNA methylation landscape. Nature. 2019; 573:281–286.3148507810.1038/s41586-019-1534-3PMC6742567

[32] NeriF., RapelliS., KrepelovaA., IncarnatoD., ParlatoC., BasileG., MaldottiM., AnselmiF., OlivieroS. Intragenic DNA methylation prevents spurious transcription initiation. Nature. 2017; 543:72–77.2822575510.1038/nature21373

[33] JeziorskaD.M., MurrayR.J.S., De GobbiM., GaentzschR., GarrickD., AyyubH., ChenT., LiE., TeleniusJ., LynchM.et al. DNA methylation of intragenic CpG islands depends on their transcriptional activity during differentiation and disease. Proc. Natl. Acad. Sci. U.S.A.2017; 114:E7526–E7535.2882733410.1073/pnas.1703087114PMC5594649

[34] AuclairG., GuibertS., BenderA., WeberM. Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. Genome Biol.2014; 15:545.2547614710.1186/s13059-014-0545-5PMC4295324

[35] MaunakeaA.K., NagarajanR.P., BilenkyM., BallingerT.J., DsouzaC., FouseS.D., JohnsonB.E., HongC., NielsenC., ZhaoY.et al. Conserved role of intragenic DNA methylation in regulating alternative promoters. Nature. 2010; 466:253–257.2061384210.1038/nature09165PMC3998662

[36] IllingworthR.S., Gruenewald-SchneiderU., WebbS., KerrA.R.W., JamesK.D., TurnerD.J., SmithC., HarrisonD.J., AndrewsR., BirdA.P. Orphan CpG Islands Identify numerous conserved promoters in the mammalian genome. PLoS Genet.2010; 6:1001134.10.1371/journal.pgen.1001134PMC294478720885785

[37] IllingworthR., KerrA., DeSousaD., JørgensenH., EllisP., StalkerJ., JacksonD., CleeC., PlumbR., RogersJ.et al. A novel CpG island set identifies tissue-specific methylation at developmental gene loci. PLoS Biol.2008; 6:0037–0051.10.1371/journal.pbio.0060022PMC221481718232738

[38] CallenB.P., ShearwinK.E., EganJ.B. Transcriptional interference between convergent promoters caused by elongation over the promoter. Mol. Cell. 2004; 14:647–656.1517515910.1016/j.molcel.2004.05.010

[39] MartensJ.A., LapradeL., WinstonF. Intergenic transcription is required to repress the Saccharomyces cerevisiae SER3 gene. Nature. 2004; 429:571–574.1517575410.1038/nature02538

[40] WangP., YangJ., IshihamaA., PittardA.J. Demonstration that the TyrR protein and RNA polymerase complex formed at the divergent P3 promoter inhibits binding of RNA polymerase to the major promoter, P1, of the aroP gene of Escherichia coli. J. Bacteriol.1998; 180:5466–5472.976558310.1128/jb.180.20.5466-5472.1998PMC107600

[41] BoussadiaO., AmiotF., CasesS., TriqueneauxG., Jacquemin-SablonH., DautryF. Transcription of unr (upstream of N-ras) down-modulates N-ras expression in vivo. FEBS Lett.1997; 420:20–24.945054210.1016/s0014-5793(97)01479-8

[42] LivakK.J., SchmittgenT.D. Analysis of relative gene expression data using real-time quantitative PCR and the 2-ΔΔCT method. Methods. 2001; 25:402–408.1184660910.1006/meth.2001.1262

[43] AndrewsS., KruegerF., Seconds-PichonA., BigginsF., WingettS. FastQC. A quality control tool for high throughput sequence data. Babraham Bioinformatics. Babraham Inst.2015; 1:1.

[44] BrayN.L., PimentelH., MelstedP., PachterL. Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol.2016; 34:525–527.2704300210.1038/nbt.3519

[45] PimentelH., BrayN.L., PuenteS., MelstedP., PachterL. Differential analysis of RNA-seq incorporating quantification uncertainty. Nat. Methods. 2017; 14:687–690.2858149610.1038/nmeth.4324

[46] MiH., MuruganujanA., HuangX., EbertD., MillsC., GuoX., ThomasP.D. Protocol Update for large-scale genome and gene function analysis with the PANTHER classification system (v.14.0). Nat. Protoc.2019; 14:703–721.3080456910.1038/s41596-019-0128-8PMC6519457

[47] KimD., LangmeadB., SalzbergS.L. HISAT: A fast spliced aligner with low memory requirements. Nat. Methods. 2015; 12:357–360.2575114210.1038/nmeth.3317PMC4655817

[48] Vaquero-GarciaJ., BarreraA., GazzaraM.R., Gonzalez-VallinasJ., LahensN.F., HogeneschJ.B., LynchK.W., BarashY. A new view of transcriptome complexity and regulation through the lens of local splicing variations. Elife. 2016; 5:e11752.2682959110.7554/eLife.11752PMC4801060

[49] RohdeC., ZhangY., ReinhardtR., JeltschA. BISMA - fast and accurate bisulfite sequencing data analysis of individual clones from unique and repetitive sequences. BMC Bioinformatics. 2010; 11:230.2045962610.1186/1471-2105-11-230PMC2877691

[50] FeingoldE.A., GoodP.J., GuyerM.S., KamholzS., LieferL., WetterstrandK., CollinsF.S., GingerasT.R., KampaD., SekingerE.A.et al. The ENCODE (ENCyclopedia of DNA Elements) Project. Science. 2004; 306:636–640.1549900710.1126/science.1105136

[51] GuZ., EilsR., SchlesnerM., IshaqueN. EnrichedHeatmap: an R/Bioconductor package for comprehensive visualization of genomic signal associations. BMC Genomics. 2018; 19:234.2961832010.1186/s12864-018-4625-xPMC5885322

[52] EdmundsJ.W., MahadevanL.C., ClaytonA.L. Dynamic histone H3 methylation during gene induction: HYPB/Setd2 mediates all H3K36 trimethylation. EMBO J.2008; 27:406–420.1815708610.1038/sj.emboj.7601967PMC2168397

[53] GalanteP.A.F., SakabeN.J., Kirschbaum-SlagerN., De SouzaS.J. Detection and evaluation of intron retention events in the human transcriptome. RNA. 2004; 10:757–765.1510043010.1261/rna.5123504PMC1370565

[54] ZhangY., XieS., ZhouY., XieY., LiuP., SunM., XiaoH., JinY., SunX., ChenZ.et al. H3K36 histone methyltransferase Setd2 is required for murine embryonic stem cell differentiation toward endoderm. Cell Rep.2014; 8:1989–2002.2524232310.1016/j.celrep.2014.08.031

[55] ZhuK., LeiP.J., JuL.G., WangX., HuangK., YangB., ShaoC., ZhuY., WeiG., FuX.D.et al. SPOP-containing complex regulates SETD2 stability and H3K36me3-coupled alternative splicing. Nucleic Acids Res.2017; 45:92–105.2761407310.1093/nar/gkw814PMC5224501

[56] ParkI.Y., PowellR.T., TripathiD.N., DereR., HoT.H., BlasiusT.L., ChiangY.C., DavisI.J., FaheyC.C., HackerK.E.et al. Dual chromatin and cytoskeletal remodeling by SETD2. Cell. 2016; 166:950–962.2751856510.1016/j.cell.2016.07.005PMC5101839

[57] LiF., MaoG., TongD., HuangJ., GuL., YangW., LiG.M. The histone mark H3K36me3 regulates human DNA mismatch repair through its interaction with MutSα. Cell. 2013; 153:590–600.2362224310.1016/j.cell.2013.03.025PMC3641580

[58] YildirimE., SadreyevR.I., PinterS.F., LeeJ.T. X-chromosome hyperactivation in mammals via nonlinear relationships between chromatin states and transcription. Nat. Struct. Mol. Biol.2012; 19:56–62.10.1038/nsmb.2195PMC373278122139016

[59] HuangZ., HanZ., ZhangF., HeH., YuS., WuQ. Spatiotemporal expression of retrogene-host pair Mcts2/H13 in mouse embryo, and Mcts2 has no influence on H13 transcription pattern in NIH/3T3 cells. Acta Histochem.2014; 116:312–318.2406386410.1016/j.acthis.2013.08.008

[60] StrahlB.D., GrantP.A., BriggsS.D., SunZ.-W., BoneJ.R., CaldwellJ.A., MollahS., CookR.G., ShabanowitzJ., HuntD.F.et al. Set2 is a nucleosomal histone H3-selective methyltransferase that mediates transcriptional repression. Mol. Cell. Biol.2002; 22:1298–1306.1183979710.1128/mcb.22.5.1298-1306.2002PMC134702

[61] BirneyE., StamatoyannopoulosJ.A., DuttaA., GuigóR., GingerasT.R., MarguliesE.H., WengZ., SnyderM., DermitzakisE.T., ThurmanR.E.et al. Identification and analysis of functional elements in 1% of the human genome by the ENCODE pilot project. Nature. 2007; 447:799–816.1757134610.1038/nature05874PMC2212820

[62] BernsteinB.E., MikkelsenT.S., XieX., KamalM., HuebertD.J., CuffJ., FryB., MeissnerA., WernigM., PlathK.et al. A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell. 2006; 125:315–326.1663081910.1016/j.cell.2006.02.041

[63] BarthT.K., ImhofA. Fast signals and slow marks: the dynamics of histone modifications. Trends Biochem. Sci.2010; 35:618–626.2068512310.1016/j.tibs.2010.05.006

# Supplementary material for: Transcription of intragenic CpG islands influences spatiotemporal host gene pre-mRNA processing
**Source:** Nucleic Acids Res. 2020 Jul 4;48(15):8349–59. doi: 10.1093/nar/gkaa556
**Supplement:** gkaa556_Supplemental_Files

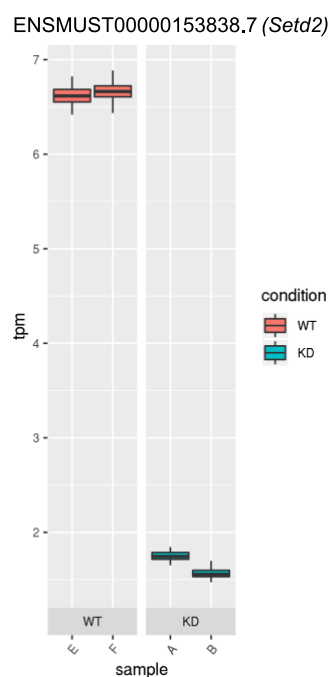

**Supplementary Figure S1.** Expression of *Setd2* (ENSMUST00000153838.7) in wild type (WT) and knockdown (KD) samples. Data are given as normalised RNA-seq transcript counts (tpm).

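The values in this figure are TPM, in which the estimated count of each transcript is divided by its effective length and scaled so that all transcripts of a library add up to the same total. They therefore compare the share of *Setd2* in each library, whereas the log2(fold changes) of the deposited table compare counts divided by Sleuth's size factor for each library. TPM values were not analysed here. The transcript named in the legend is protein-coding, has 8350 bases and is the only *Setd2* transcript that was tested.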

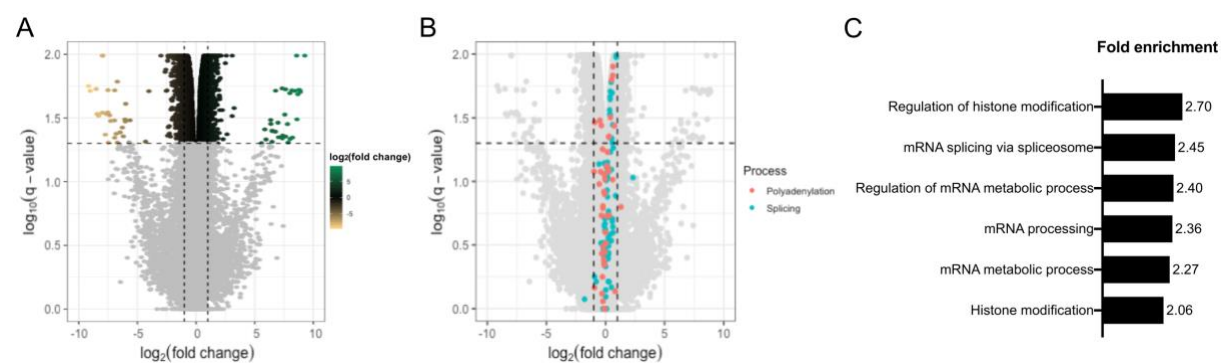

**Supplementary Figure S2.** (A) *Setd2* knockdown RNA-seq volcano plot illustrating differentially expressed transcripts. Two vertical dashed lines are at  $\log_2(\text{fold change}) = \pm 1$  and one horizontal dashed line is at  $q\text{-value} = 0.05$ . (B) Same volcano plot as in A highlighting expression of canonical polyadenylation and splicing factor transcripts. (C) Upregulated biological processes determined by GO analysis (PANTHER). See Supplementary Table S6 for a complete list of GO ID terms.

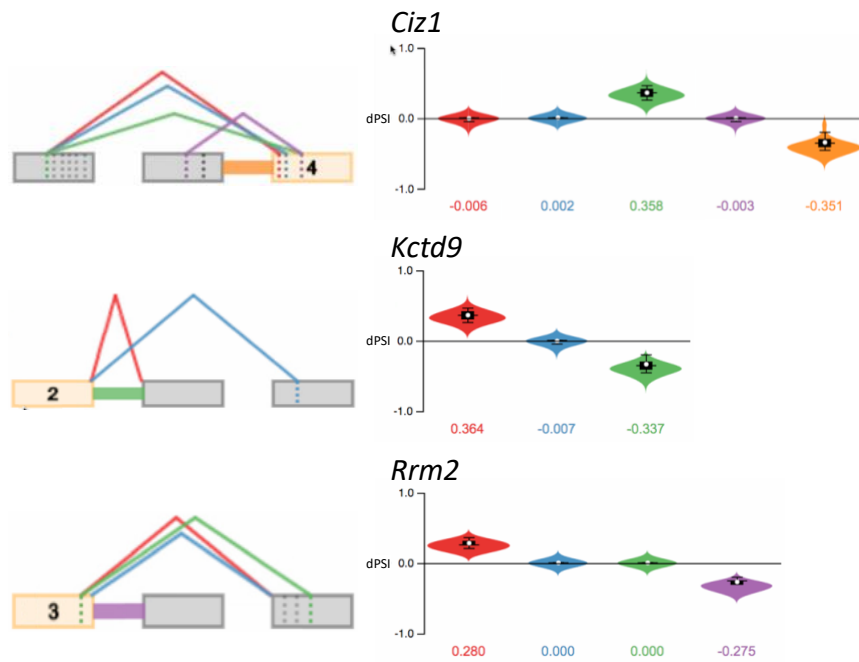

**Supplementary Figure S3.** Local splice variants (LSVs) plots generated by MAJIQ/Voila. For each gene, all significant LSVs are shown on the left and their associated relative usage values (dPSI) on the right in the same colour. A positive dPSI value indicates that the LSV is used more in *Setd2* knockdown samples and vice versa.

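A local splice variant is a set of splice junctions that share a splice site of 1 exon, with or without retention of the intron beside it. The relative usage of a junction is its share of the reads of that set, and dPSI is the difference in this share between KD and WT, so a variant can change in usage while the level of the whole transcript stays the same. The transcript levels of Kallisto and Sleuth do not measure this usage.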

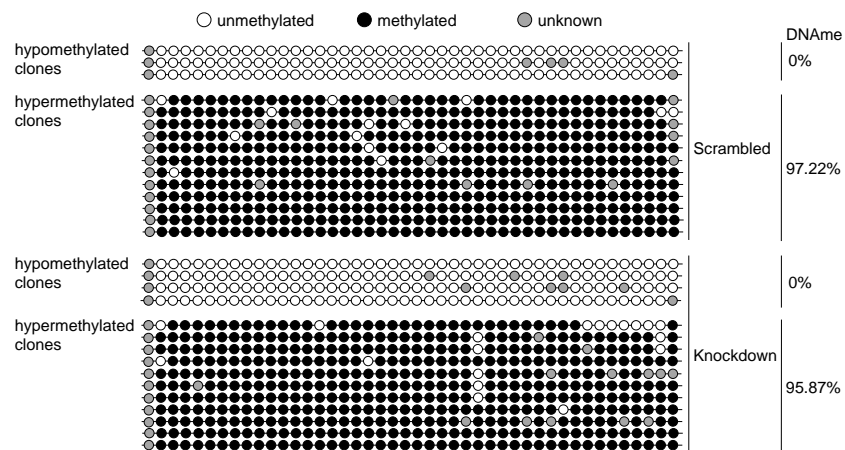

**Supplementary Figure S4.** *Mcts2/H13* iCGI methylation upon *Setd2* knockdown. Horizontal lines represent individual strands of DNA and circles represent cytosine residues in a CpG context. DNA methylation (DNAme) percentage values are also shown. White circles, unmethylated CpGs; black circles, methylated CpGs; grey circles, the methylation status of the CpG is unknown.

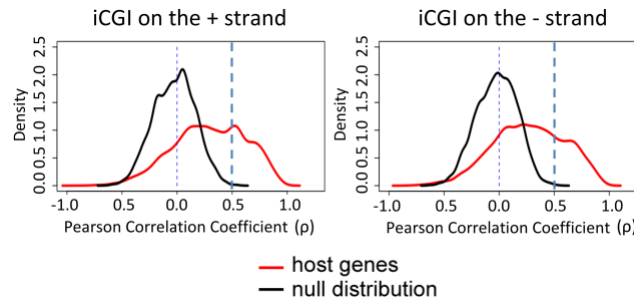

**Supplementary Figure S5.** Pearson correlation coefficients ( $\rho$ ) between transcription from the *iCGI* and transcription *upstream:across* the *iCGI* (see main text and Figure 5A).  $\rho$  values were calculated in both sense (left) and antisense (right) orientations with respect to the host gene across 18 human cell lines using RNA-seq data from non-polyadenylated transcripts. A vertical blue dashed line is at  $\rho=0$ . A strict cut-off is represented by a second vertical blue dashed line at  $\rho=0.59$ , equal to the maximum  $\rho$  value observed in the null distribution.

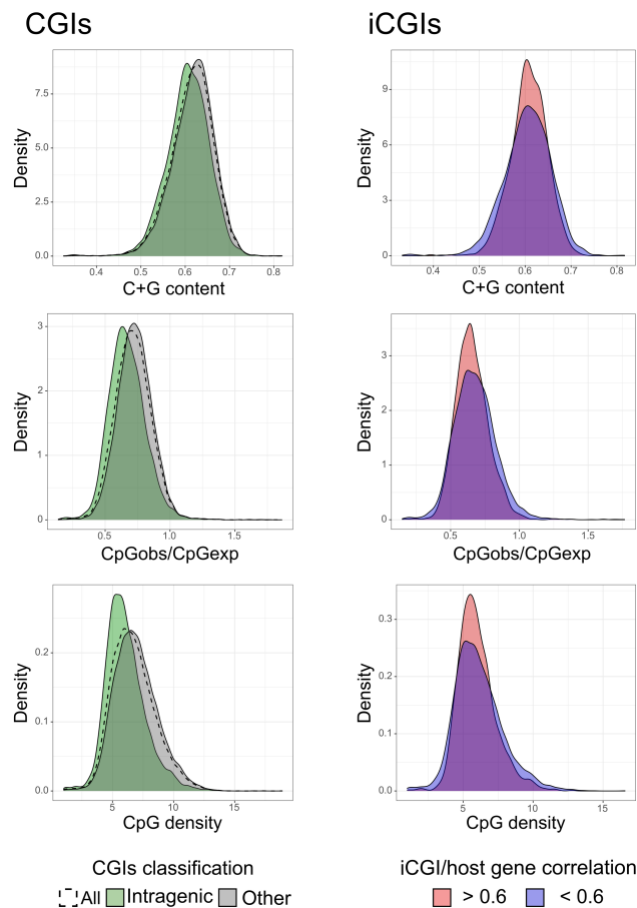

**Supplementary Figure S6.** Kernel density plots representing the distribution of C+G content (upper),  $\text{CpG}_{\text{obs}}/\text{CpG}_{\text{exp}}$  ratio (middle) and CpG density (lower) of different CGI classes. In the left panels, CGIs are classified as Intragenic (green) or as Other (grey). In the right panels, iCGIs were segregated according to the Pearson correlation coefficients between transcription from the *iCGI* and transcription *upstream:across* the *iCGI* ( $>0.6$  or  $<0.6$ ).

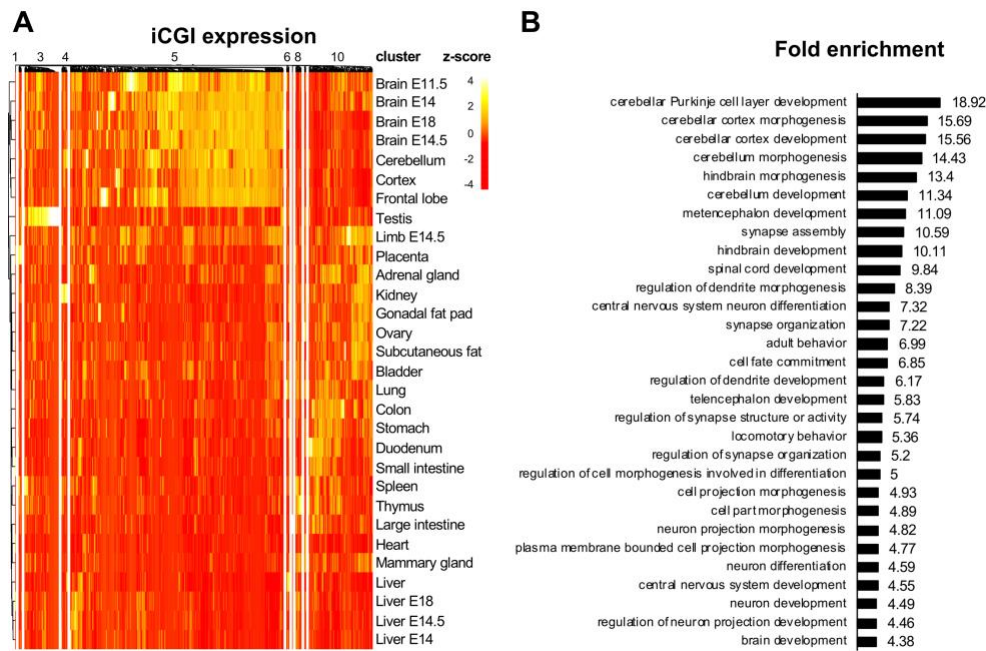

**Supplementary Figure S7.** (A) RNA-seq heatmap illustrating tissue- and developmental stage-specific transcriptional activity of murine intronic iCGIs within host genes with  $\rho > 0.59$  (see Figure 5B). Values are given as column-wise standard-normalised fragments per kilobase of transcript per million mapped reads (z-score). Tissues are from adult mice, unless specified. (B) Upregulated biological processes determined by GO analysis (PANTHER) using host genes harbouring the intronic iCGIs grouped in cluster 5 (see A). See Supplementary Table S8 for a complete list of GO ID terms.

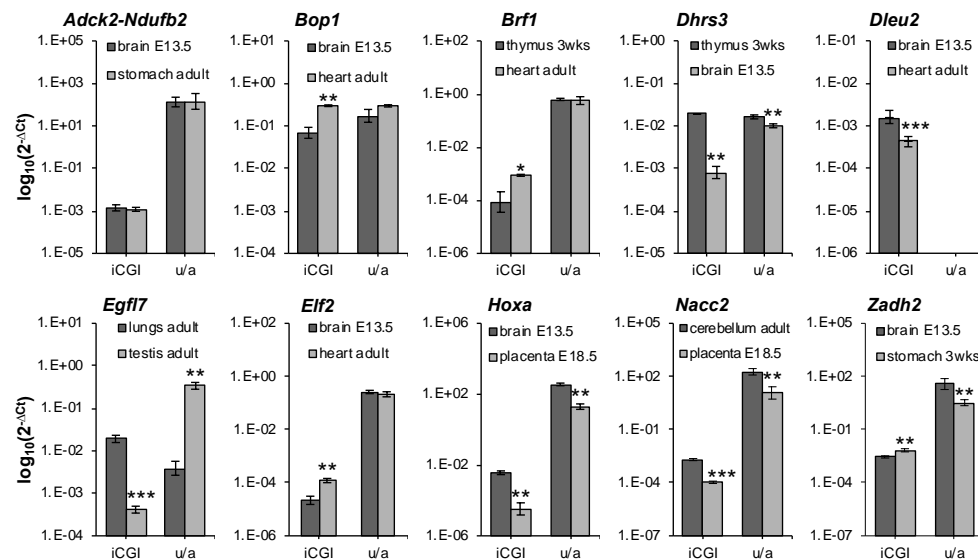

**Supplementary Figure S8.** mRNA levels of target iCGIs and relative host genes upstream:across ratios (u/a) assessed by RT-qPCR. All data are normalised to Ct values for *Actb*. Data are given as  $\log_{10}$  of mean  $2^{-\Delta Ct}$  values  $\pm$  95% confidence interval of three independent experiments. \*,  $p < 0.05$ ; \*\*,  $p = 0.01$ ; \*\*\*,  $p < 0.001$  compared with the other tissue by unpaired *t*-test.

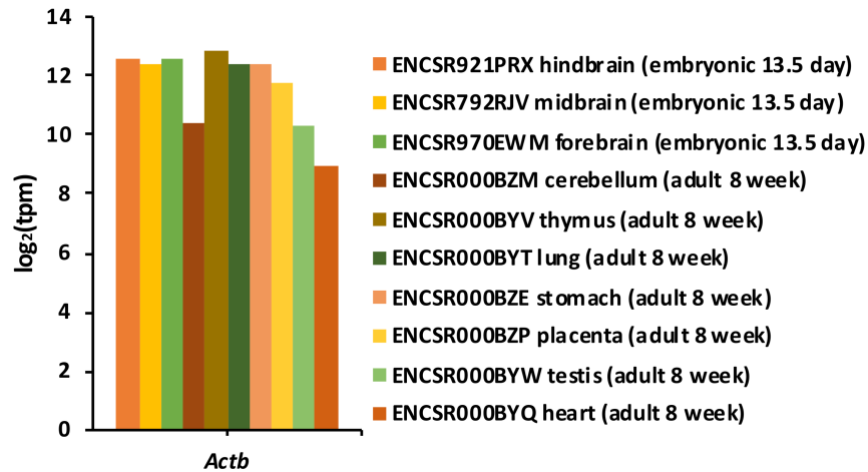

**Supplementary Figure S9.** *Actb* mRNA levels obtained from the ENCODE website using the SCREEN tool (<https://screen.wenglab.org>). Counts were normalised to transcripts per million (tpm). Data are given as  $\log_2$  of the mean tpm of two technical replicates for each ENCODE biosample. Biosample IDs are indicated in the legend.

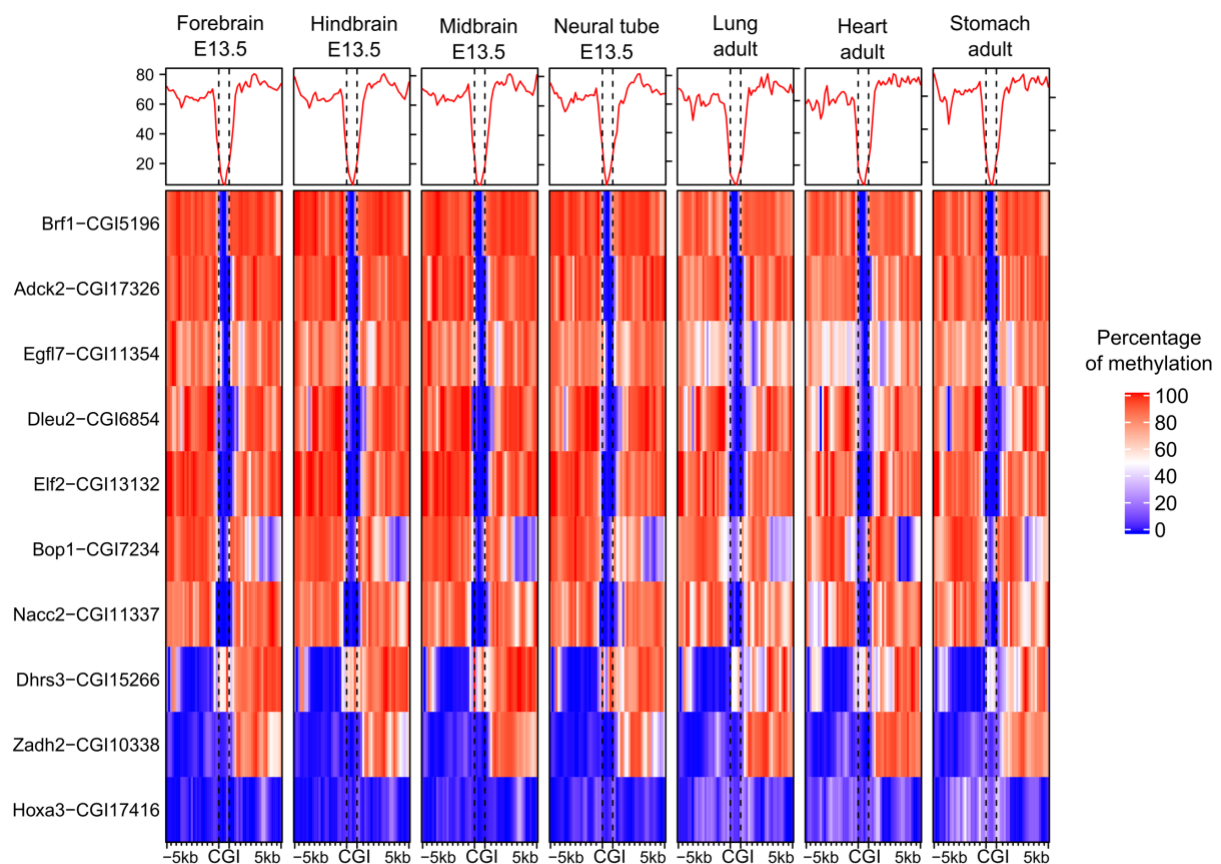

**Supplementary Figure S10.** ENCODE DNA methylation average percentage plots (upper) and heatmaps (lower) of the ten candidate iCGIs selected after the analysis illustrated in Figure 5. DNA methylation levels are shown at the iCGI and across 5 kb upstream and downstream of it.

**Supplementary Table S1.** Antibodies

| Target   | Manufacturer       | Cat. No | Dilution |
|----------|--------------------|---------|----------|
| ACTB     | Applied Biosystems | 8457    | 1:1000   |
| H3       | Applied Biosystems | ab1791  | 1:1500   |
| H3K36me3 | Applied Biosystems | ab9050  | 1:500    |
| IgG      | Applied Biosystems | 7074    | 1:10000  |

**Supplementary Table S2.** TaqMan probes

| Target        | Manufacturer       | Assay ID      |
|---------------|--------------------|---------------|
| <i>Actb</i>   | Applied Biosystems | Mm00607939_s1 |
| <i>H13</i>    | Applied Biosystems | Mm00468785_m1 |
| <i>H13a-c</i> | Applied Biosystems | Mm01241449_m1 |
| <i>H13d</i>   | Applied Biosystems | Custom        |
| <i>Mcts2</i>  | Applied Biosystems | Mm00481540_s1 |
| <i>Setd2</i>  | Applied Biosystems | Mm01250225_m1 |

Supplementary Table S3. Primers

| Target                         | Forward                      | Reverse                   | Experiment           |
|--------------------------------|------------------------------|---------------------------|----------------------|
| <i>Mcts2</i> (iCGI)            | TTTTTGTTGTTAAGTATATTTTGT     | TACAATTAACACACTTTCCTTCTC  | 1st round nested PCR |
| <i>Mcts2</i> (iCGI)            | TTTTTAAGTATTAGAATATTGGGGGATT | AACATAATCTTAATAAAAAAACACC | 2nd round nested PCR |
| <i>Elf2</i> (iCGI)             | ACAACAGCTCCGCTCACTTC         | TGAAGTAATGGAGGCGACAA      | RT-PCR               |
| <i>Elf2</i> (upstream)         | TGAAGTAATGGAGGCGACAA         | AGGGAAGGGCAAGGGACT        | RT-PCR               |
| <i>Elf2</i> (across)           | CTTGAATCCCTCAAGCAGGT         | GTGCTGGTCTATGACGACGA      | RT-PCR               |
| <i>Elf2</i> (iCGI)             | GGTTATAGGAAGTGAGAGG          | ATCACCTTAAAAATAACCT       | Bisulfite PCR        |
| <i>Nacc2</i> (iCGI)            | GCAGCATCTCAATGAAGCAG         | GTCTGTCTTGACCAACACC       | RT-PCR               |
| <i>Nacc2</i> (upstream)        | TGACCTAGGACCACTCAGCA         | TGCTGTTCCCTGTGGACATA      | RT-PCR               |
| <i>Nacc2</i> (across)          | TGTTGTTGAGACAGCCAAG          | GCTGAGGATGACCTTGAACC      | RT-PCR               |
| <i>Nacc2</i> (iCGI)            | TTTAGTTTAGGTAAGTAGAAGG       | ACCTACTACCAAACTAAATAAA    | Bisulfite PCR        |
| <i>Zadh2</i> (iCGI)            | GCACCATGGACCAAAAGACT         | AAACCTGCCAAATCATGACC      | RT-PCR               |
| <i>Zadh2</i> (upstream)        | CCCGTCACTTCCTGGACTT          | GTTCCGGACGAGGAGGTCT       | RT-PCR               |
| <i>Zadh2</i> (across)          | CTGAGCCCTAACTTCCACGA         | CCTCACCAATCCCTTCAAAA      | RT-PCR               |
| <i>Zadh2</i> (iCGI)            | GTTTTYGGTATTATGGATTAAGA      | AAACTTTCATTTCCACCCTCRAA   | Bisulfite PCR        |
| <i>Dhrs3</i> (iCGI)            | CAGCTCTTCTGTGGGAAGG          | CACCTGTCCCAACCAACTT       | RT-PCR               |
| <i>Dhrs3</i> (upstream)        | TGCCCTCTCTCTCTTTGTC          | CTGCCTAGCTGCAACCTCTC      | RT-PCR               |
| <i>Dhrs3</i> (across)          | GGGAGTCAGTCCTCATCACC         | CTTCTCTCGGACAGCTTTGG      | RT-PCR               |
| <i>Adck2-Ndufb2</i> (iCGI)     | TGGGAAGTCAGTCTTGCTA          | CAGCGCTGCCTGTTCAAG        | RT-PCR               |
| <i>Adck2-Ndufb2</i> (upstream) | TTCCAGCCTCCTATCCAGTG         | GAAGGGTTTTGCTGCCTCTA      | RT-PCR               |
| <i>Adck2-Ndufb2</i> (across)   | GCCTGCCTGCCTGTATCTAT         | ATCCGAGTCATGCCAAATC       | RT-PCR               |
| <i>Adck2-Ndufb2</i> (iCGI)     | TAATGGTTTGAATTTGTTTTT        | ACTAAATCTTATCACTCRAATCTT  | Bisulfite PCR        |
| <i>Brf1</i> (iCGI)             | CCAGTCCCTCTGCAGCTACT         | CAGCCATCAGCTCGTTGTT       | RT-PCR               |
| <i>Brf1</i> (upstream)         | ATTTTCCGTCCTCGGTAAG          | TGCTCGAGGACAACATCATC      | RT-PCR               |
| <i>Brf1</i> (across)           | GTGTGCATCCAATCCCTTTT         | GAAGACGTTCTGCTCTTGG       | RT-PCR               |
| <i>Brf1</i> (iCGI)             | GTTAGTTTTTTGTAGTTATTG        | CCCTTACCCACCTTATAA        | Bisulfite PCR        |
| <i>Bop1</i> (iCGI)             | CCCAACAGATCTGCACCTT          | GGCTCTCCGTGACTCTTCAG      | RT-PCR               |
| <i>Bop1</i> (upstream)         | TCGCTGTCTAGAGAGACTGGA        | GAAGCGGCAGTAGATCGGTA      | RT-PCR               |
| <i>Bop1</i> (across)           | GGGTCATCCATTTTGTCAG          | CAAGGACAGAGGAAGCAGGT      | RT-PCR               |
| <i>Bop1</i> (iCGI)             | ATTTTTTTAGGTTAGAAAGGGAG      | CAACACATTACCCAAATAAAAAA   | Bisulfite PCR        |
| <i>Egfl7</i> (iCGI)            | ACCGAATCTGATCACCGAAC         | CCTCCACCTACGACTCAA        | RT-PCR               |
| <i>Egfl7</i> (upstream)        | AGGCCAGAAGTTCAGTGGTG         | GGTACTGGTGGTGGCTGTTC      | RT-PCR               |
| <i>Egfl7</i> (across)          | GAACAGCCACCACCACTACC         | TACCATCTGCTGCCAACACT      | RT-PCR               |
| <i>Dleu2</i> (iCGI)            | GGGCTATTTAGAGGGCCATT         | TTAGAGCAGAGGGCAGTCG       | RT-PCR               |
| <i>Dleu2</i> (across)          | TTTCTGCCCGAGAGAGAGAA         | GTCTTCTCCGTCGCTGA         | RT-PCR               |
| <i>Dleu2</i> (iCGI)            | GATAAAATGATTTAGTTG           | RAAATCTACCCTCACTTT        | Bisulfite PCR        |
| <i>Hoxa</i> (iCGI)             | AGGTAGCGGTTGAAGTGGA          | ACCCACATCAGCAGCAGAG       | RT-PCR               |
| <i>Hoxa</i> (upstream)         | AGGTAGCGGTTGAAGTGGA          | ACCGACCGGAAGTACACAAG      | RT-PCR               |
| <i>Hoxa</i> (across)           | ACCGTAGATCGCTGAGCTGT         | GTTGTCGCTGGAGGTGGA        | RT-PCR               |
| <i>Hoxa</i> (iCGI)             | TAGAGAATAGAGAGTGATTAAGA      | AACCCAAATACAACCAACC       | Bisulfite PCR        |
| SP6                            | ATTTAGGTGACACTATAG           |                           | Bisulfite sequencing |
| T7                             | TAATACGACTCACTATAGGG         |                           | Bisulfite sequencing |

**Supplementary Table S4.** Intron retention and splicing changes in *Setd2* knockdown, mutant or knockout sample

| Dataset                  | Intronic bases (%)     |                           | Significant splicing changes |
|--------------------------|------------------------|---------------------------|------------------------------|
|                          | <i>Setd2</i> WT        | <i>Setd2</i> KD, MT or KO |                              |
| This paper               | 0.111 ( $\pm$ 0.00837) | 0.0994 ( $\pm$ 0.00705)   | 136                          |
| Simon <i>et al.</i> (28) | 0.278 ( $\pm$ 0.0758)  | 0.257 ( $\pm$ 0.0929)     | 0                            |
| Ho <i>et al.</i> (29)    | 0.0632                 | 0.0623                    | 500                          |

The percentage of intronic bases present in *Setd2* wild type (WT) and *Setd2* knockdown (KD, this paper), mutant (MT, Simon *et al.*) or knockout (KO, Ho *et al.*) RNA-seq datasets is calculated as a proxy for intron retention events. No significant changes are observed. The number of significant splicing changes between *Setd2* WT and KD, MT or KO samples is also shown as calculated by MAJIQ/Voila (see Materials and Methods).

**Supplementary Table S5.** *H13* splice donor sites scores

| Exon | Score | Exon | Score |
|------|-------|------|-------|
| 1    | 8.1   | 7    | 9.2   |
| 2    | 9.7   | 8    | 8.8   |
| 3    | 4.4   | 9    | 10.4  |
| 4    | 5.9   | 10   | 10.1  |
| 5    | 12.6  | 11   | 11    |
| 6    | 8.8   | 12   | 8.1   |

The score expresses how similar the splice sites are to the consensus sequence. A 100% match to the mammalian splice donor site (AAGGTAAGT) would give a score of 12.6. The average score of constitutive splice donor sites is 8.1.

How the deposited data were processed for this re-analysis (not part of the article)

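RNA-seq of NIH/3T3 cells, transfected with *Setd2* siRNAs or with Scrambled siRNA, was the only experiment of the paper that was analysed, with 2 KD and 2 Scrambled (WT) libraries. The RT-qPCR, western blot, bisulfite, ChIP-seq and splice junction data were not analysed here. The samples were grouped by the condition in their labels, and KD was compared with WT without covariates, since the paper's methods name none.

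The authors removed adapters with BBDuk 38.22, quantified reads with Kallisto 0.44.0 and compared the groups with Sleuth 0.30.0. The paper's text does not name the transcriptome that was used as the index or the filter on low counts. The deposited effects, their standard errors and the deposited means over the 4 libraries are on the natural log scale, which the authors obtained in Sleuth from estimated counts divided by a size factor for each library, plus 0.5. The scale was checked on the number of transcripts past a log2(fold change) of 1 in each direction, which equalled the paper's numbers only after division of the effects by the natural log of 2. Other deposited columns hold variances on the same scale, namely the authors' variance over the 4 libraries, the variance from bootstraps of the read assignment and the variance between libraries that remains. The score that the authors deposited is Sleuth's likelihood ratio statistic. The deposited p-values are those of the authors' likelihood ratio and Wald tests, and the deposited q-values are the authors' Benjamini-Hochberg adjustment of them over all transcripts. For genes, the authors deposited p-values and q-values that combine the p-values of the transcripts of a gene and carry no direction. The gene table repeats a gene for each category of its transcripts, and each gene was used once.

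The design chosen before the data were examined assumed estimated counts for each library. The analysis rests on the comparison that the authors deposited instead, so the calls are those of Sleuth's likelihood ratio test at a q-value under 0.05, as in the paper, and no test across single libraries was made. Values of single libraries were not used here. Their depth is therefore unknown, no interval for counting error is given, and whether libraries of a group overlapped with the other group was not examined. The 95% confidence intervals were computed from the deposited standard errors, which hold the variance between 2 libraries of each group and the uncertainty of read assignment.

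Effects were divided by the natural log of 2 to give log2(fold change). The level of a transcript in each group was computed as the exponential of its mean plus or minus 0.5 times its effect, minus 0.5, and levels were summed over the tested transcripts of a gene. Positions, transcript types, sequences and GC content came from the GENCODE M21 annotation of GRCm38, matched by transcript identifier. *H13* transcripts were grouped by whether they end upstream or downstream of *Mcts2*. The genes named in the text follow a rule that was written before the data were examined: every gene the paper names for this experiment, the largest changes past the threshold, and in each list the called members with the largest rise and fall. The parts of the rule that ask for a TPM of at least 1 and for separation of the single libraries could not be applied, so the largest changes are given among all called transcripts, and again among those with a mean of at least 100 normalised estimated counts, a limit chosen after the values were seen. The reference genes other than *Actb*, and *Fosb*, *Egr1*, *Acta2*, *Cnn2* and *Tpm2*, were also chosen after the values were seen.

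The 9 gene lists were written before the data were examined, since the paper's text names no members of its processes. A gene counted as higher or lower in KD when at least 1 of its transcripts was called in that direction. List membership was compared with being called among all genes tested by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 18 tests. Random lists, 10000 for each test, were matched on 20 classes of expression with 5 classes of GC content in each. The cameraPR test of limma 3.58.1 was run on the Wald statistics with an inter-gene correlation of 0.01. limma's moderated test was computed from the deposited means and variances with a trend on the mean. For the correction for GC content, the effects were centred on a running median over 50 classes of GC content and tested again with their deposited standard errors. These alternatives, the Wald q-values, the limit of 100 counts and division by *Actb* were chosen after seeing the data.

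Words of 7 bases were scanned in the 3′UTRs of 10605 protein-coding genes, each represented by its transcript with the most counts, with a mean above 100 normalised estimated counts and a 3′UTR of at least 50 bases. The log2(fold changes), limited to 3 in size, were first regressed on the length and GC content of the 3′UTR, the GC content of the transcript and its mean level, and each word found in at least 100 genes was given a z value for the difference between genes with and without it. The largest z value of 100 shuffles of the genes served as the limit. Runs of 10 neighbouring genes were compared with 1000 shuffles of the gene positions, and the relation of effects with GC content within genes with 1000 shuffles of GC content among the isoforms of each gene. Sequence shared between genes was counted as words of 31 bases.

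The moderated test of limma, the word scan, the matched random lists, cameraPR, the centring on GC content, the slope within genes and the runs of neighbouring genes were tested on simulated data, the last 4 only after their results had been seen, and the offset between isoforms was not. In a simulation of 34200 transcripts, limma's moderated test called 169 of 200 transcripts that were given a log2(fold change) of 1 or 1.5 in size and 0 of the others. The word scan ranked the planted word first in 20 of 20 simulated sets of 10605 genes, each with an effect of −0.2, and picked 0 other words. Matched random lists gave an unadjusted permutation p-value under 0.05 for 4% of 200 lists without a signal and for 100% of 50 lists with one, among 21942 genes. The cameraPR test gave an unadjusted p-value under 0.05 for 0.5% of 200 lists without a signal and for 100% of 50 lists with one, among 21945 genes. The matched lists with a signal were filled in part with genes already called higher. For cameraPR, the lists were shifted among values drawn independently, without a relation to GC content or expression. Both planted signals were strong, so these shares say little about smaller excesses. After centring on a planted trend with GC content among 34192 transcripts, the Wald test called 176 of 200 changed transcripts and 7 of the others, against 267 of the others without centring. The slope within 4514 genes had a permutation p-value under 0.05 in 5.5% of 200 sets without a slope, and in 20 sets with a planted slope of 0.2 for each 10 percentage points the mean slope found was 0.199. The scan of 12027 genes found 50 of 50 planted low runs and gave a permutation p-value under 0.05 in 4% of 200 sets without one. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 were used.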

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

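The results in this part are signals in genes and sequences whose change the paper does not report. The tests of the words on other chromosomes, of their copy number and of base composition, those of shuffled gene positions, of cluster members without the word and of the genes beside the cluster, that of GC content within genes, and the 3 tests with *Actb* were chosen only after the result was seen.

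The level of a transcript in KD went with short words in its 3′UTR. Genes with AATCCAA in the 3′UTR (838 of 10605) were lower in KD by a mean log2 effect of −0.19 (z = −12.9), and 423 genes with GATTAAC were higher by 0.19 (z = 9.48), where the largest z among 100 shuffles of the genes was 5.04 in size. Of the genes with AATCCAA, 29.5% had their transcript called lower, against 10.2% of the other genes, shares that were not adjusted for 3′UTR length or GC content. In all, 20 of 15337 words went past the shuffles, 12 with lower and 8 with higher levels, and 5 words were picked that share no stretch of 4 bases. In the genes outside the odd-numbered autosomes, the effects were −0.20 for AATCCAA, 0.20 for GATTAAC, 0.12 for GTATAAT, −0.092 for GAATGTA and −0.049 for GAGAAAC, and AATCCAA also ranked first when the scan used the odd-numbered autosomes alone. The words had been picked over all genes, and in the scan of the odd-numbered autosomes only AATCCAA (z = −8.71) and GATTAAC (z = 6.17) went past the largest z of 100 shuffles, 5.05, so for the other 3 words these effects are no independent check.

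A candidate explanation is pairing of the transfected siRNAs with 3′UTRs, in which words that go with lower levels would match a *Setd2* siRNA and words that go with higher levels would match the Scrambled siRNA of the controls. In genes with the word in the coding sequence alone, the effect was −0.11 for AATCCAA, 0.075 for GATTAAC, 0.058 for GTATAAT and −0.032 for GAGAAAC, while for GAATGTA it was −0.076, close to the −0.086 of the 3′UTR. In the order AATCCAA, GATTAAC, GTATAAT, GAATGTA, GAGAAAC, the reverse complements had z values of 0.257, 0.341, 1.30, 0.551 and 1.74. Genes with 2 or more copies had effects of −0.26 for AATCCAA, 0.39 for GATTAAC and −0.11 for GAATGTA, against −0.18, 0.18 and −0.081 with 1 copy, differences that were within their errors. For GTATAAT the effects were 0.27 against 0.09 with 1 copy (z = 3.22) and for GAGAAAC −0.12 against −0.044 (z = −2.89), so the effect grew with the number of copies. Among other words of the same bases that share no stretch of 5 bases with the word, the largest z was 3.11, 4.00, 3.61, 3.32 and −4.20 in the same order. Base composition alone therefore did not account for AATCCAA, GATTAAC, GTATAAT and GAATGTA. For GAGAAAC (z = −5.31), the −4.20 of CAAAGAG lies close and in the same direction, so base composition is not excluded. Words of the same bases that overlap with the picked words, such as ATCCAAA (z = −9.44) and CGATTAA (z = 5.51), were left out of this comparison because they occur in part at the same sites. Without zinc finger genes and predicted genes, the effects were −0.19 for AATCCAA, 0.19 for GATTAAC, 0.12 for GTATAAT and −0.076 for GAATGTA, while GAGAAAC was left with −0.029, so that word cannot be told apart from an effect of these gene families. The *Setd2* transcript holds 3 copies of AATCCAA, and 3.64% of the scanned words have at least 3 copies in it. It holds 0 copies of GAATGTA, of GAGAAAC and of their reverse complements, but it holds other words past the shuffles that go with lower levels and share bases with GAATGTA, such as AGAATGT (2 copies, z = −6.63) and GAATGTG (3 copies, z = −6.01), so the copies in this transcript do not decide on the explanation. The siRNA sequences were not used here, and pairing with a microRNA of the cells was not tested, so an effect of the transfected siRNAs cannot be told apart from regulation that follows the loss of *Setd2*. Words that go with lower levels were present in 50.9% of the 1246 lower genes of the scan and in 24.7% of the others. Words that go with higher levels were present in 12.8% of the higher genes and in 11.4% of the others. The words were picked on these same genes, and the shares take no account of 3′UTR length or GC content. They are therefore no independent check. Of the genes with GTATAAT, 17.3% were called higher, as among the genes without it, and 16.9% were called lower, against 11.3% without it, so the calls do not follow the direction of that word's effect.

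Neighbouring zinc finger genes on chromosome 4 were lower in KD. The run of 10 neighbouring genes with the lowest mean log2(fold change) among 12027 genes, −1.54, lay between 145410266 and 146990755. Shuffled gene positions gave no run as low, with a lowest mean of −0.89 and a permutation p of 0.001, the smallest that 1000 shuffles can give. In the region from 145410266 to 147809788, whose end was set after the values were seen, all 18 genes were lower, 12 of them called, with a median of −1.68 and a range from −2.99 to −0.39. These genes share sequence, with a median of 28.7% of their 31-base words found in no other gene, and 5 genes with at least 50% of such words had a median of −1.72, 3 of them called lower. The members with the most sequence of their own, *Gm26624* (99.1%, −0.75) and *Zfp979* (69.0%, −0.90), fell less than the median and were not called by the likelihood ratio test, while the Wald q-values of the authors' deposited table were 0.0120 for *Gm26624* and 0.140 for *Zfp979*, so a part played by shared reads is not ruled out. After the trend with GC content was taken out, the median of the 18 genes was −1.32. GC content is thus not enough to account for the fall. The 13 genes whose transcripts lack AATCCAA had a median of −1.64. Their levels may hold reads shared with the members that carry the word, so this comparison does not set the word aside. The 20 genes counted as beside the cluster had a median of 0.10, with 5 of them called lower, *Fv1* (−0.74) and *Gm20707* (−0.69) among them, and 6 called higher. *Gm20707*, from 147782319 to 147809840, lies almost wholly inside the region, so its fall is not that of a neighbour. A loss of the region confined to the cluster is not excluded by its neighbours. Pairing of the siRNAs with other stretches of these similar transcripts was not tested, so it cannot be told apart from an effect of *Setd2* loss on the cluster, which may be tested with siRNAs of other sequence. Outside the cluster, 332 zinc finger genes had a median of −0.33 (−0.26 after the trend with GC content was taken out), and 75.3% of them were lower.

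Effects went with the GC content of the transcript. Across 18804 transcripts with a mean of at least 100 normalised estimated counts, the Spearman correlation between GC content and log2(fold change) was 0.341, where transcripts are not independent replicates. Over 5 classes of equal size from the lowest to the highest GC content, the median log2(fold change) went from −0.18 to 0.22, and the share called higher from 4.12% to 20.7%. This correlation was 0.392 among the transcripts with the most counts, so low counts did not produce the relation. It was 0.333 among the 7001 genes without any of the 5 picked words, against 0.359 among all 10605 genes of the word scan. Most of the relation thus remained without the picked words. Genes with other words past the shuffles were not left out. Among isoforms of the same gene, in 4514 genes, log2(fold change) rose by 0.18 for each 10 percentage points of GC content (permutation p of 0.001, the smallest that 1000 permutations can give), against 0.25 across all transcripts. A slope of this size between isoforms of 1 gene is consistent with a GC bias of amplification or sequencing that differed between the groups, and the relation cannot be told apart from it.

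The *Actb* transcript, from the reference gene of the RT-qPCR, was higher in KD, with a log2(fold change) of 0.46 (likelihood ratio q = 0.0310 in the authors' deposited table). It stayed called in the 3 alternatives that were run, with q-values from 2.00e-04 to 0.0414, and was 0.36 after centring on the trend with GC content. Among 11 transcripts of other common reference genes, log2(fold changes) ranged from −0.19 to 1.48 with a median of 0.09, and 3 were called higher and 0 lower. If RT-qPCR values carry a rise of *Actb*, transcripts with a constant level would appear lower. Divided by *Actb*, total *H13* was 27.4% lower in KD, near the 28% of the RT-qPCR. That 28% has a standard error of 19 percentage points, read from the paper's figure, and no interval was computed for the sum. The nearness of these values therefore decides little. The same division made the isoform that ends upstream of *Mcts2* 25.1% lower. Its 95% confidence interval ran from 46.8% lower to 5.46% higher when the errors are taken as independent. A fall of this isoform thus cannot be told apart from the unchanged *H13d* of the paper. The level of *H13d* read from the paper's figure is 1.1, with a standard error of 0.16. It is closer to the undivided level of this isoform, 1.03, than to the divided level, 0.749. *Mcts2* became 33.3% lower (18.2% to 45.6% lower), further down than the level of 0.87 read from the paper's figure. That level has a standard error of 0.08, also read from the figure. The undivided 0.915 is closer to it, but the errors are too wide to decide between the divided and the undivided level. Whether a rise of *Actb* alone accounts for the RT-qPCR is therefore left open. The trend with GC content took away only part of the rise.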

How the results depend on the processing

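The alternatives in this part were chosen only after the data were seen, except the q-value threshold of 0.01 and the transcript level for the splicing and polyadenylation factors. The alternatives that need values of single libraries were not run: other normalisations, other tests on counts, limma on TPM values with other pseudocounts, other filters on low counts, the replicate block, leaving out each replicate, camera on a fit to counts, and the share of retained-intron transcripts in each library. No paired analysis was possible because the results come from the authors' comparison of the groups and values of single libraries were not used here.

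At a q-value under 0.01, 0 transcripts and 1787 genes were called, against 11615 transcripts with an unadjusted p-value under 0.05. The smallest likelihood ratio q-value of a transcript was 0.0103, so the stricter threshold also left no gene lists to test. The Wald test called 75 transcripts of splicing and polyadenylation factors in place of 49. Their median log2(fold change) was 0.16 at the transcript level and 0.18 for gene sums. With transcripts limited to a mean of at least 100 counts and q-values recalculated, 6440 were called, 3768 of them higher, and 4030 were shared with the 4266 calls. After centring on a trend with GC content, 5267 were called, 2682 of them lower, so 49.1% were higher, against 57.2% of the Wald calls without centring, a shift that centring brings about in part by itself. The numbers of calls in total and in each direction, and those past a log2(fold change) of 1, stayed within 1.5 times those of the likelihood ratio test in the other comparisons with the Wald test, limma's moderated test and these alternatives. The fall of *Setd2* kept its direction and stayed past the threshold in each test, with a log2(fold change) from −1.99 to −1.92, and division by the *Actb* transcript changed its level in KD to −81.7% in place of −74.9%. The causes of these changes were not tested.

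Of the 18 results for gene lists, 12 were past the threshold. The excess of higher genes for ribosome biogenesis, translation initiation and cell migration kept its direction and its side of the threshold with Wald calls, with genes of at least 100 counts, with matched random lists and in cameraPR. With calls from the Wald test, the deficits of lower genes in the splicing list (0.544 times the expected share) and among ribosomal proteins (0.441 times) were no longer past the threshold, while the excess of lower polyadenylation genes (2.40 times) and the deficit of lower ribosome biogenesis genes (0.260 times) came past it. Among genes with a mean of at least 100 counts, results no longer past the threshold were the excess of higher histone modification genes (1.44 times) and of lower genes for DNA replication (1.19 times), the mitotic cell cycle (1.61 times) and cell migration (1.496 times). The deficit of lower ribosome biogenesis genes (0.221 times) came past it, and the direction turned for lower histone modification genes (0.932 times) and higher mitotic genes (0.961 times), both short of the threshold. Against random lists matched on expression and GC content, the excess of higher genes was no longer past the threshold for splicing (1.07 times), polyadenylation (1.75 times) and histone modification (1.09 times), nor was that of lower genes for DNA replication (1.12 times) and the mitotic cell cycle (1.28 times). The deficits of lower ribosome biogenesis genes (0.227 times) and of higher DNA replication genes (0.444 times) came past it. The direction turned for higher mitotic genes (0.962 times) and for higher ribosomal proteins (0.809 times), for which matched lists also held many called genes. In cameraPR, histone modification was not past the threshold (adjusted p = 0.0705, with a range from 8.49e-05 to 0.908 over its alternatives), and the mitotic list stood below the other genes (adjusted p = 0.766, with a range from 0.0696 to 1 over its alternatives). The matched lists show that expression and GC content account for part of these excesses. For the other changes the cause was not tested.

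Centring on the trend with GC content moved the *H13* transcript ENSMUST00000089059.8 to −0.41 and the *Ciz1* transcript ENSMUST00000113332.7 to −0.33, both then past the threshold. It turned the log2(fold change) of the *H13* transcript ENSMUST00000109825.7 to −0.12 and that of the *Kctd9* transcript ENSMUST00000152243.7 to 0.0028, both short of the threshold. Division by the *Actb* transcript changed the level in KD to −27.4% for total *H13*, −27.5% for the transcripts that end downstream of *Mcts2*, −25.1% for the one that ends upstream and −33.3% for *Mcts2*, against −0.378%, −0.579%, 2.76% and −8.51% without division. The other tested transcripts of these genes, *Rrm2* and *Mcts2* among them, kept their direction and their side of the threshold in the Wald test, limma's moderated test and the test centred on GC content, and for the changed ones the cause was not tested.

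Of 126 values for the other 42 named transcripts under these 3 alternatives, 123 kept their direction and side of the threshold and 3 were no longer past it, 2 of them in limma's moderated test. With 2 libraries in each group, changes in transcripts with few counts have wide intervals, which limits what can be said of single isoforms such as the *H13* transcript that ends upstream of *Mcts2*.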

Differences from the paper's values

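No test in this part was chosen to explain a difference, and the only alternative named was chosen after the values were seen. The paper's reduction of total *H13* mRNA in RT-qPCR is 28%, and the summed level of the *H13* transcripts in RNA-seq was 0.378% lower in KD. For the *H13* isoforms that end downstream of the iCGI, the paper's reduction is also 28%, and the summed level in RNA-seq was 0.579% lower. Read from the paper's figure, the standard errors of these reductions are 19 percentage points for total *H13* and 14 for the downstream isoforms. None of the alternatives set before the data were examined was run for these values, so none closed the gap. With levels divided by that of the *Actb* transcript, an alternative chosen after seeing the values, the *H13* sums were 27.4% and 27.5% lower, *Setd2* was 81.7% lower, the *H13* transcript that ends upstream of the iCGI was 25.1% lower and *Mcts2* was 33.3% lower. The paper describes *H13d* as unchanged and *Mcts2* as minimally affected, and without the division the transcript that ends upstream was 2.76% higher and *Mcts2* 8.51% lower.

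The paper places cell migration among the processes of the genes that were lower in KD. In the list used here, 16 genes had a lower transcript, 2.53 times the share among all genes (adjusted p = 9.33e-04, Fisher's exact test), and 32 had a higher one, so the lower genes are in excess as in the paper and the higher genes are as well. The paper describes splicing and polyadenylation factors as present at similar levels in WT and KD. Among the transcripts of the factors listed here, 44 were called higher and 5 lower, with a median log2(fold change) of 0.18 for gene sums. The summed level of 128 of the 129 genes changed by less than 1 on the log2 scale. Matched random lists held means of 27.0 higher splicing genes against 29, and 5.70 higher polyadenylation genes against 10 (adjusted permutation p = 0.908 and 0.142). They held a mean of 12.8 lower splicing genes against 1 (adjusted permutation p = 0.0018).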

Other observations

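The test of the extreme isoforms was chosen only after the result was seen. The matched lists were chosen after the numbers of called genes in the gene lists had been seen and before the matched lists were drawn.

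Log2(fold changes) of 4 or more in size were called for 63 transcripts, 61 of them in genes with several tested transcripts. The 63 had a median of 6.30 normalised estimated counts by the geometric mean over both groups. In the group where they were higher, the 61 had a median computed level of 99.0. Reads that Kallisto assigned to another isoform of the same gene could produce such changes. If the other isoforms made up for the change in full, the offset would be 1, and if they did not respond it would be 0. The median offset was 0.412, and 10 of the 61 transcripts had an offset between 0.5 and 1.5, so reassignment of reads cannot be told apart from a change of isoform use or of noise at low counts. Another isoform that moved the other way by a log2(fold change) of at least 1 was present for 21 of the 61.

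Expression level and GC content of the list members were weighed as an explanation for the processes among the higher genes. Matched random lists held a mean of 27.5 higher genes against 53 in the ribosome biogenesis list and 20.9 against 32 in the cell migration list, so expression and GC content do not account in full for these lists (adjusted permutation p = 0.0018 and 0.0216). The excess in these lists may follow from the knockdown, but the words in 3′UTRs were not taken out of this comparison, and the hypothesis was not tested further.

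Several transcripts that fell in KD belong to early response and contractile genes, chosen after their values were seen. In the authors' deposited table, the log2(fold changes) were −2.34 for *Fos*, −1.89 for *Fosb*, −1.83 for *Egr1*, −1.82 for *Acta2*, −2.29 for *Tagln*, −0.95 for *Tpm2* and −0.73 for *Cnn2*. All 7 stayed called and lower in the Wald test, in limma's moderated test and after centring on the trend with GC content. No explanation was tested for them. Among the reference genes, a *Gapdh* transcript (ENSMUST00000117757.8) had a log2(fold change) of 1.48 in the authors' deposited table.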
